# categoryCompare, an analytical tool based on feature annotations

**DOI:** 10.3389/fgene.2014.00098

**Published:** 2014-04-29

**Authors:** Robert M. Flight, Benjamin J. Harrison, Fahim Mohammad, Mary B. Bunge, Lawrence D. F. Moon, Jeffrey C. Petruska, Eric C. Rouchka

**Keywords:** meta-analysis, comparative analysis, transcriptomics, metabolomics, proteomics

## Abstract

Assessment of high-throughput—omics data initially focuses on relative or raw levels of a particular feature, such as an expression value for a transcript, protein, or metabolite. At a second level, analyses of annotations including known or predicted functions and associations of each individual feature, attempt to distill biological context. Most currently available comparative- and meta-analyses methods are dependent on the availability of identical features across data sets, and concentrate on determining features that are differentially expressed across experiments, some of which may be considered “biomarkers.” The heterogeneity of measurement platforms and inherent variability of biological systems confounds the search for robust biomarkers indicative of a particular condition. In many instances, however, multiple data sets show involvement of common biological processes or signaling pathways, even though individual features are not commonly measured or differentially expressed between them. We developed a methodology, categoryCompare, for cross-platform and cross-sample comparison of high-throughput data at the annotation level. We assessed the utility of the approach using hypothetical data, as well as determining similarities and differences in the set of processes in two instances: (1) denervated skin vs. denervated muscle, and (2) colon from Crohn's disease vs. colon from ulcerative colitis (UC). The hypothetical data showed that in many cases comparing annotations gave superior results to comparing only at the gene level. Improved analytical results depended as well on the number of genes included in the annotation term, the amount of noise in relation to the number of genes expressing in unenriched annotation categories, and the specific method in which samples are combined. In the skin vs. muscle denervation comparison, the tissues demonstrated markedly different responses. The Crohn's vs. UC comparison showed gross similarities in inflammatory response in the two diseases, with particular processes specific to each disease.

## Introduction

With the plethora of publicly-available high-throughput molecular biology data sets including DNA microarray studies (Barrett et al., 2011; Parkinson et al., 2011), next-generation sequencing (Sayers et al., 2011), metabolomics (Fiehn et al., 2005; Scholz and Fiehn, 2007) and proteomics (Vizcaino et al., 2009), individual research groups have the potential to supplement their own experimental data with additional data sets on similar or related measurement paradigms (meta-analysis), or compare their data set with others (comparative-analysis).

Although a comparative-analysis is a type of meta-analysis, the end goals of the analyses are often different, and the summary statistics are frequently used in diverse ways. A true meta-analysis combines multiple data sets that measure the same or similar end-points to increase the accuracy of “effect size” estimates and reduce the incidence of false positives, thereby increasing the likelihood of finding robust true positives. In a comparative-analysis, the important features (e.g., differentially expressed genes) in each data set would be determined and then compared. Most meta- and comparative-analysis methods require either that the features (probes/probesets, genes, proteins, metabolites) across experiments are identical (i.e., the same or similar measurement platform is used, such as a specific Affymetrix® GeneChip™), or can be mapped directly to the same biological entity (e.g., map Affymetrix® and Agilent® probes to the same Entrez gene). In both cases, only those features commonly found across experiments will be used for subsequent analysis. Even if the same underlying biological process or pathway is impacted in multiple experiments, the above limitations may make the elucidation of common and different biological processes across data sets challenging.

Methods commonly used to summarize and infer relationships from high-throughput experiments include the set-based threshold-based (SBTB) and rank-based threshold-free (RBTF) methods. SBTB methods define a “set” of features using a “threshold.” A typical set might be differentially expressed genes with a particular *p*-value or log-fold change. The goal is then to find over-represented feature annotations (e.g., GO terms) in the set compared to all of the measured features (e.g., all genes measured). In contrast, RBTF methods do not set a threshold but rather the features are “ranked” according to an appropriate statistic, and feature annotations are tested to determine if they are significantly enriched at either extreme of the ranked list.

Commonly used feature annotations include Gene Ontology (GO) (Ashburner et al., 2000), Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways (Kanehisa and Goto, 2000), chromosomal positions, transcription factor binding sites, microRNA targets, and medical subject heading (MeSH) terms. Although most feature annotation schemas annotate only one kind of feature (e.g., genes in GO), some annotate multiple feature types (e.g., genes and metabolites in KEGG). Many different tools exist to perform these types of enrichment analyses, the most widely used tools for SBTB and RBTF being GO::TermFinder (Boyle et al., 2004) and Gene Set Enrichment Analysis (GSEA) (Subramanian et al., 2005), respectively. Other tools, such as DAVID (Huang et al., 2009), provide methods to further summarize and group annotations via semantic similarity. ConceptGen (Sartor et al., 2010), in addition to considering feature annotations, also provides a comparison to determine how experimental data sets are related by comparing feature (gene) lists. This allows data sets to be defined by their list of differentially expressed genes, which are then checked against a compiled set of experimental gene lists to determine whether an association to the gene list being analyzed exists. However, in general it is not easy to compare the annotations from two or more experiments, let alone combine results from experiments that examine different types of features, such as genes and metabolites, and draw meaningful and statistically-valid conclusions.

To overcome the limitation of performing comparative analyses by considering only significant features across experiments, we sought to develop a tool which would elucidate more information about the similarities and differences between multiple high-throughput experiments by comparing the enriched feature annotations from each feature list. Here we describe a general methodology and framework for the use of enriched annotations to compare and contrast the results of high-throughput molecular biology experiments. The merits of the approach for both SBTB and RBTF types of analyses are examined using hypothetical data. The utility of the approach is demonstrated by examining the responses of skin and muscle to denervation, as well as differences between colon tissue samples in Crohn's disease and ulcerative colitis.

## Materials and methods

### categoryCompare algorithm

Given feature lists (such as genes) (F_1_, F_2_,…, F_n_) resulting from multiple high-throughput experiments and their annotations (such as GO terms), *p*-values for all the annotations in each feature list are calculated. Significant annotations for each list are filtered using a pre-specified *p*-value and a minimum number of annotated features, resulting in a series of annotation lists (A_1_, A_2_, …, A_n_), each corresponding to a feature list. From the set of enriched annotation lists, a “list membership” can be determined using any or all of the 2^n^-1 non-empty subsets of annotation lists. For example, if four feature lists (F_1_, F_2_, F_3_, and F_4_) are supplied, four corresponding enriched annotation lists are determined (A_1_, A_2_, A_3_, and A_4_). In this example, there are 2^4^−1 = 15 possible non-empty subsets of annotation lists for determining “list-membership” including: {A_1_}, {A_2_}, {A_3_}, {A_4_}, {A_1_,A_2_}, {A_1_,A_3_}, {A_1_,A_4_}, {A_2_,A_3_}, {A_2_,A_4_}, {A_3_,A_4_}, {A_1_,A_2_,A_3_}, {A_1_,A_2_,A_4_}, {A_1_,A_3_,A_4_}, {A_2_,A_3_,A_4_}, and {A_1_,A_2_,A_3_,A_4_}. The final lists of enriched annotations, along with the statistics from each feature-list are supplied in a table for examination.

### Annotation graphs

As a means of working with both the large number of possibly redundant annotations and highly similar annotations that may have different list-memberships, the annotations are also reported as a graph relation similar to that implemented in Enrichment Map (Merico et al., 2010). In this representation, each node in the graph is an annotation, and edges between annotations are weighted by the degree of feature overlap between annotations. Feature overlap is calculated using either the Jaccard (general annotations), overlap (gene ontology), or combined (user defined) coefficient (Merico et al., 2010). Information about the annotations (ID, description, list membership, *p*-values, etc.) is stored as meta-data for each node. In contrast to a long table of annotations, the graph structure facilitates determination and visualization of clusters of highly related and possibly redundant annotations with various list-memberships. The annotation graphs can then be combined with a graph visualization framework (such as Cytoscape), nodes can be colored by their “list-membership,” or represented by a pie-chart, wherein each slice represents a separate sample list, with significance in the list denoted by assigned color, and non-significance by de-saturated color.

Alternatively, for GO term annotations, the annotation list-membership may also be determined based on the induced ancestor graph generated from the significantly enriched GO terms from each feature-list. This allows exploration of the results in the GO-directed acyclic graph, while maintaining information about the location of the terms in the GO hierarchy.

### Implementation

categoryCompare has been implemented using the R statistical language (Ihaka and Gentleman, 1996) as a Bioconductor (Gentleman et al., 2004) package (http://bioconductor.org/packages/release/bioc/html/categoryCompare.html), allowing users to easily integrate it into high-throughput data analysis workflows, and facilitating the use of the many different gene annotation packages available in Bioconductor. The package supports the direct calculation of enriched GO and KEGG annotations on gene lists. Interactive visualization of the annotation graphs is facilitated using the RCytoscape (Shannon, 2011) Bioconductor package to display the graph in Cytoscape (Shannon et al., 2003).

## Muscle vs. skin denervation

### Skin denervation

All procedures were approved by the Institutional Animal Care and Use Committees of the University of Louisville and SUNY Stony Brook and were in accord with the guidelines set forth by the NIH (Institute of Laboratory Animal Resources et al., 1996) and the American Veterinary Medicine Association (Packer et al., 2001). Adult female Sprague-Dawley rats (160–200 g; Taconic, Hudson, NY) were used. Control animals (naïve) were not treated. Those animals that underwent skin denervation surgery were anesthetized with 60 mg/kg pentobarbital administered intraperitoneally. Body temperature was monitored with a rectal thermistor and was maintained at 35–37 degrees C with a heated water pad. EKG leads were also placed to monitor heart rate. Incision of the dorsal skin from T4 to L5 on the contralateral (right) side was performed to allow reflection of the skin over to the ipsilateral (left) side to expose dorsal and lateral cutaneous nerves (D/LCNs). This surgical approach prevented damaging the left-side skin. Two areas of denervated skin were produced by transection of the T9/10 and T12/13 DCNs.

All proximal nerve stumps were then sealed off with ligatures close to the body wall to prevent their regeneration. The T11 D/LCNs were left intact producing an island of intact innervation. These intact axons provided collateral sprouts which projected from their home dermatome into the surrounding denervated skin (e.g., Diamond et al., 1992). Incisions were then sutured and stapled and the denervated areas mapped acutely, using permanent marker on the skin to define the border between innervated and denervated areas, by determining the ability of pinch applied to the skin to drive the cutaneous trunci muscle (CTM) reflex as previously described (Theriault and Diamond, 1988; Diamond et al., 1992; Petruska et al., 2014). Maps were maintained with regular re-application of border marks.

After 7 or 14 days (corresponding to the initiation and maintenance phases, respectively, of axonal collateral sprouting), animals were euthanized with an overdose of pentobarbital and the rostral-most skin samples corresponding to the acutely mapped zones (i.e., those regions denervated by transection of the T9 and T10 cutaneous nerves) were removed and then trimmed to approximately 100 mg before RNA extraction using 1.5 ml Trizol reagent (Invitrogen, Carlsbad, CA) by homogenizing using a Polytron-style rotor-stator and then centrifuging at 12,000 g for 10 min at 4°C. RNA was then extracted from the supernatant as per the manufacturer's protocol. RNA pellets were dissolved in 50 ul nuclease-free water before purity assessment using UV spectrometry (A260 nm/A280 nm > 1.9, A260/A230 > 2.0).

RNA quality was assessed by formamide-gel electrophoresis. Biotin-labeled fragmented cRNA probes were then synthesized and hybridized to Affymetrix® rat gene expression Rat Genome 230 2.0 GeneChip™ microarrays as per manufacturers protocols. This data is available from GEO as series GSE54356.

### Muscle denervation

The mouse muscle denervation normalized microarray data was obtained directly from the NCBI GEO databank (GEO GSE4411). See Wang et al. (2005) for a description of the generation of tissue samples.

### Crohn's and ulcerative colitis

The Crohn's and ulcerative colitis (CUC) data was obtained directly from the NCBI GEO databank (GEO GSE36807). See Montero-Melendez et al. (2013) for a description of the samples.

### Microarray data processing

The skin denervation data set consisted of arrays from naïve (innervated) rats (*n* = 6) and arrays from rats 7 days (*n* = 5) and 14 days (*n* = 5) after denervation. These times correspond roughly to the initiation and maintenance phases of the axonal collateral sprouting (CS) process, respectively (e.g., Diamond et al., 1992), and are times at which denervation-induced epidermal thinning is evident (Nurse et al., 1984; Hsieh et al., 1997). The muscle denervation data set had three samples from control (innervated) mice and three from mice 3 days following denervation of the tibialis anterior muscle by transection of the sciatic nerve (GEO GSE4411, Wang et al., 2005). The skin microarray data were normalized using robust multi-array averaging (RMA). The muscle microarray data was obtained from GEO already normalized and log-transformed. For both, control probesets were removed, and log fold-changes and *p*-values of differential expression at each day (7 and 14 for skin, 3 for muscle) compared to naïve calculated using LIMMA (Smyth, 2005). Probesets were mapped to Entrez IDs using version 2.10.1 of the “org.Rn.eg.db” and “org.Mm.eg.db” packages from Bioconductor (v 2.13). See the “Skin vs. Muscle” vignette in the ccPaper package (https://github.com/rmflight/ccPaper) for further details.

The Crohn's and ulcerative colitis (UC) dataset consists of intestinal biopsy samples from healthy (*n* = 7), Crohn's (*n* = 13), and ulcerative colitis (*n* = 15) individuals (Montero-Melendez et al., 2013). The data were obtained already normalized and log-transformed. Log fold-changes and *p*-values of differential expression of both Crohn's and UC compared to normal samples were calculated using LIMMA. Probesets were mapped to human Entrez IDs using version 2.10.1 of the “hgu133plus2.db” package from Bioconductor. See the “UC vs. Crohn's” vignette in the ccPaper package (https://github.com/rmflight/ccPaper) for further details.

For those Entrez genes with multiple probesets, the probeset expression levels were collapsed to a single value by taking the median intensity of all probesets for a gene. Any probesets that did not map to genes or mapped to multiple genes were removed from further consideration.

### Annotation enrichment

Enriched annotations were calculated using LIMMA's romer method with 10,000 rotations and GO biological process (GO::BP) defining the gene sets. A *p*-value cutoff of 0.01 was used to determine significant GO::BP terms in both the “Up” and “Down” results from romer for each experiment. Major GO term groups were determined by visualizing and inspecting the GO terms and their connections in Cytoscape. Inspection of each group by the authors determines an overall naming for the group of terms. For visualization in Cytoscape, edges with an overlap score less than 0.8 were removed from the annotation graph. The reported “name” for each group of enriched annotations was reported by the authors' in an attempt to summarize commonalities among the GO terms in a specific group. The full list of GO terms for each gene list is available in the supplemental materials, as well as the GO terms in each group.

### Hypothetical data sets

A full description of the hypothetical data generation and analysis is available in the vignette “hypothetical example” of the ccPaper R package (https://github.com/rmflight/ccPaper). A summary of both the set-based threshold-based and rank-based threshold-free hypothetical datasets follows.

### Set-based threshold-based (SBTB)

All gene-ontology terms within the biological process (GO::BP) category for *Homo sapiens* and the annotated genes were considered. One-hundred GO::BP terms from the resulting set were selected to define the biological processes present in hypothetical samples; 50 with 10–100 genes annotated, 30 with 250–500 genes annotated, and 20 with 500–1500 genes annotated (these values were chosen according to the distribution of annotated genes to GO terms shown in Figure 2A). Based on this set of 100 GO::BP terms, hypothetical samples of 1000 human genes annotated to the 100 GO terms was generated using a distribution-based sampling routine. The sampling was performed as follows: for a given GO::BP term, the number of genes sampled from that term was randomly determined based on a random number from an exponentially decaying function multiplied by the total number of genes annotated to that term, without considering those genes already sampled. The chosen genes are then removed from consideration for all GO::BP terms in which they are annotated. Each GO::BP term is considered in turn until the limit of 1000 genes is reached. For all further experiments, two independently generated samples of 1000 genes based on identical sets of GO terms were used to represent significantly differentially expressed genes from two independently performed experiments on the same biological system.

Hypergeometric *p*-values were calculated for the 100 GO::BP terms for each sample independently as well as a combined sample consisting of the intersection of the sample lists. For each GO::BP term, the *p*-value was transformed by taking −1^*^log of the *p*-value, and the difference between the minimum transformed *p*-value from each sample and the combined list was reported.

The dependence of the *p*-value and difference on gene samples was estimated by repeating the calculation using 100 different gene samples. Dependence on the GO::BP term set used was estimated using 100 different GO::BP term samples.

The effect of adding noise genes (genes not annotated to the 100 GO::BP terms selected) was assessed by adding variable numbers of noise genes (10–1000, in increments of 10), and in each case varying the fraction of noise genes that were shared between two samples with the same number of noise genes (0 to 1, in increments of 0.01).

To verify that the distribution of genes to GO::BP terms from the hypothetical SBTB significant gene list was reasonable, two data sets were considered: the acute lymphocytic leukemia (ALL) data set (Li, 2009) available as a Bioconductor package, and a paired case-control lung cancer dataset from GEO (LUNG – GSE18842) (Sanchez-Palencia et al., 2011). In both cases, LIMMA was used to calculate significantly differentially expressed genes. For ALL, comparisons were made between B and T cell ALL. For LUNG, a cancer to control sample comparison was made. The resulting distributions for both of these sets show a reasonable match to the proposed hypothetical distribution (results not shown).

### Rank-based threshold-free (RBTF)

The directed acyclic graph relationship of GO:BP terms makes simulating RBTF samples using GO::BP as the gene sets challenging. Therefore, a hypothetical set of independent terms was created. Independent terms were identified by the number of genes annotated to the term, defined using a uniform distribution over a specified range, using three groups of ranges with similar limits as in the SBTB case, namely 20–250 (50 terms, low), 250–500 (30 terms, med) and 500–1000 (20 terms, hi). Each term used the same uniform distribution of 10,000 values prior to assignment of gene indices. *P*-values were on the interval [0, 1], whereas t-statistics were on the interval [−6, 6]. Different proportions of genes in the top 50% of entries were defined using a uniform distribution on the range of [0.3, 1]. For each term, a random set of indices in the rank list were determined, and then for each sample a random set (defined by the proportion in the top 50% for that term) of those indices were assigned values from the upper 50% of ranked statistics, and the rest from the bottom 50%. This results in an independent set of statistics for each sample for each term. LIMMA's geneSetTest was used to calculate probabilities of the chance of the gene set being at the “lower” extreme of the ranked list by chance by comparing the average value of statistic of the set against 10,000 random samples the same size from the same ranked list of statistics. Prior to use with geneSetTest, a linear transformation was performed so that *p*-values were in the range of [−1, 1] to enable testing in geneSetTest of annotations being at the “end” of the ranked list. A combined sample was generated by combining the gene-level statistics by one of: averaging t-statistics; Fisher's method for *p*-values; the maximum *p*-value between samples.

Differences between sample-based and combined annotation term *p*-values were calculated as the difference of the minimum of the −1^*^log(P) for sample and −1^*^log(P) for combined.

## Results

Traditional methods for comparing high-throughput data sets depend on having shared features between the data sets for comparison. A simple first level analysis is to compare the expression levels of shared features (shown as a heatmap of genes in two data sets in Figure 1). This may be followed by some form of enrichment analysis on the overlapping feature sets to determine biological themes among the shared features (and possibly on the unique feature lists as well, see “Traditional Analysis” in Figure 1). However, there are many different scenarios that complicate this analysis, including cases when different features are measured (e.g., two studies using different microarray platforms), or comparing studies that examine different types of features with the same annotations (transcriptomics vs. metabolomics for example). In addition, experimental and biological variability may result in differences in final measurements among experiments, even though the same biological process or pathway may be involved. In these situations, it may be more effective to compare and contrast feature sets based on their enriched annotations, rather than the features directly.

**Figure 1:**
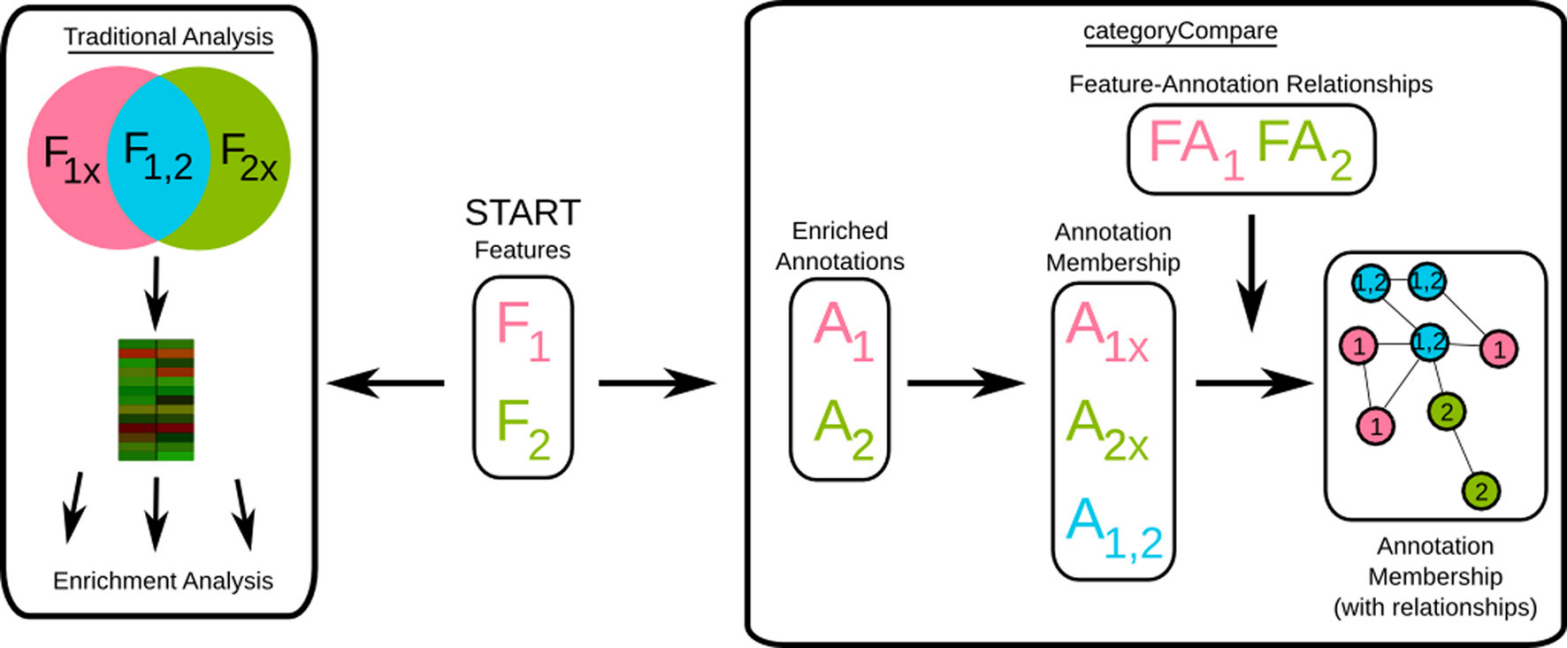
**Flow diagram of comparative-analysis approaches**. F, feature list; A, annotation list; FA, feature to annotation relationship data; 1,2, data set origination. “Start” denotes initial data availability, in this case from two different data sets, F1, and F2. The “Traditional Analysis” considers feature intersection and set-differences, possibly combined with direct comparison of the features (shown as a heatmap); whereas categoryCompare uses the enriched annotations of the feature list from each data set derived independently, combined with the feature-annotation relationships. See Results and Methods for more details.

Figure 1 illustrates this contrast. As a simple example, consider two feature lists from two different data sets (“Start,” middle box of Figure 1). In the “Traditional Analysis,” the intersection and set-difference of the features are determined, and feature level comparisons made. Biological summaries of the intersection and set differences are provided by annotation enrichment of each of the resulting lists. In categoryCompare, enriched annotations are calculated for each independent feature list (A), and “list-membership” assigned based on which feature list produced which annotation (in this case, x denotes an annotation or feature was found exclusively from a particular list).

### Hypothetical data

In an effort to determine how results using categoryCompare differ from the “traditional analysis,” hypothetical datasets for both SBTB and RBTF analysis situations were generated (see Methods for the details of the generation of data sets and calculation of enriched annotations or terms).

For the SBTB analysis, two hypothetical samples of 1000 genes were sampled from 100 GO terms to represent differentially expressed genes (the set) from two different experiments where the same fundamental biological processes were responsible. Figure 2B shows how the transformed *p*-value calculated from the combination of the samples (differentially expressed gene list is the intersection of the two samples) compares to the minimum transformed *p*-value for that GO term from the two samples. In many cases, the sample wise *p*-values are much better than those from the combined sample; however, this appears to be dependent both on how many genes are annotated to the term and the proportion of genes annotated to the term in the differentially expressed set.

**Figure 2:**
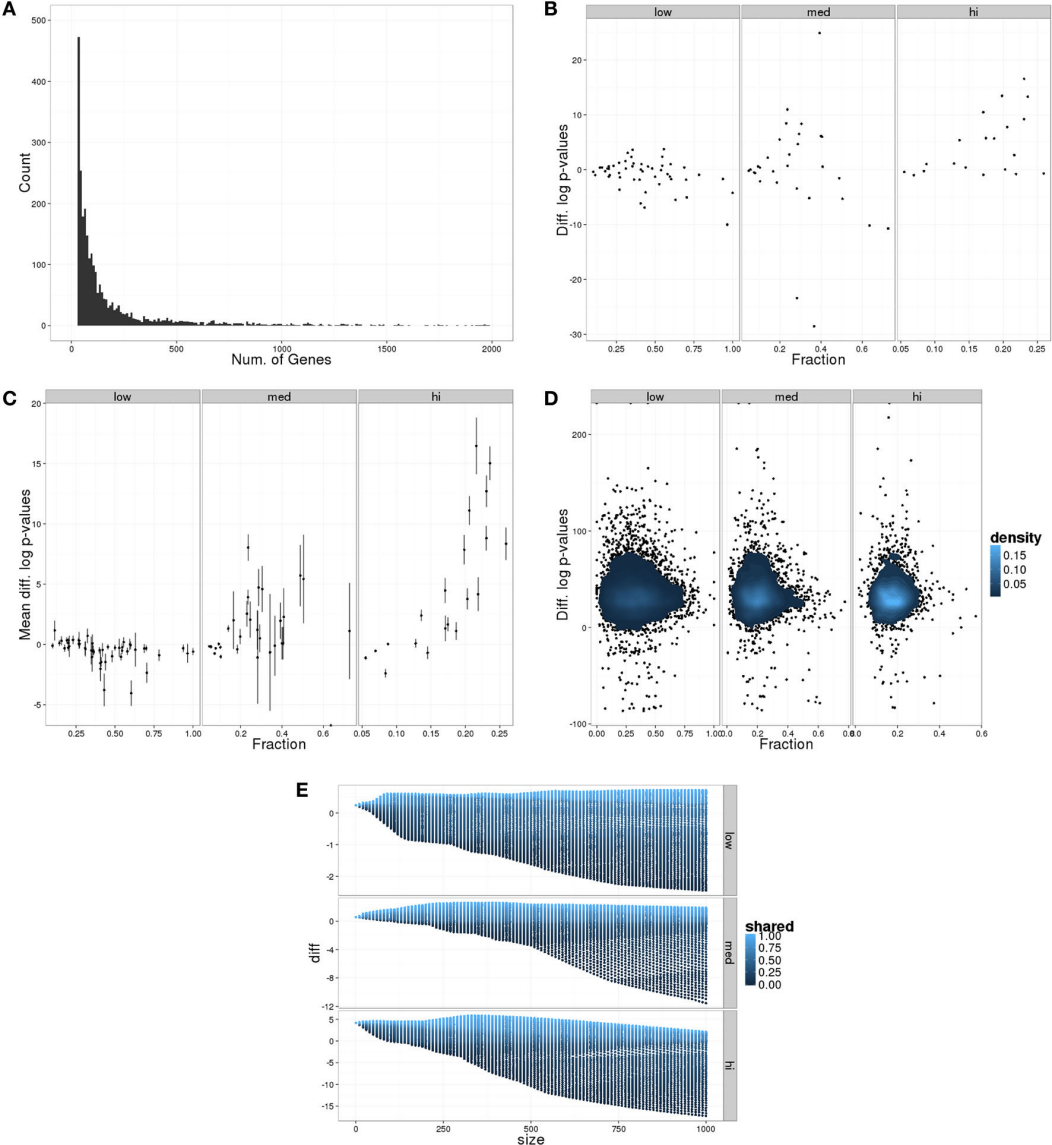
**Results of SBTB hypothetical data analysis**. **(A)** Distribution of number of genes annotated to GO::BP terms in human. **(B)** Difference in transformed *p*-values comparing maximum *p*-value from sample calculations and *p*-value from combined sample as a function of the fraction of genes in the sample annotated to the GO term. Plot is divided by the size classification of the GO term. **(C)** Average and standard deviations of performing the same calculations as in **(B)** using 100 independent sample generations. **(D)** Contour plot after using 100 different GO::BP sets to perform the same calculations as in **(B)**. **(E)** Median *p*-value differences (taking the median using size as the grouping) as a function of the number noise genes added, colored by the fraction of noise genes shared between two samples.

The reproducibility of these results are shown in Figures 2C,D, where the calculations were repeated using the same GO terms but different gene samples 100 times (Figure 2C), and using 100 different samplings of GO terms (Figure 2D). For gene samples, the results are relatively stable. In contrast the GO sampling shows much wider variability, but the trend remains stable across the different GO::BP samples.

The effect of noise genes (genes not annotated to any of the GO terms under consideration) was assessed by varying both the total number of noise genes (10–1000 incremented by 10) and the fraction of noise genes that are shared between the two samples (0–1 incremented by 0.01). Figure 2E shows the median difference between the minimum transformed sample *p*-value and combined *p*-value as a function of the number of noise genes added, colored by the fraction of shared noise genes. As can be observed, in general the sample wise *p*-values do better when there are more noise genes shared between the samples; however, the difference can be large depending on the number of genes annotated to the GO term (denoted by the size class of the terms as either low, med, or hi).

Given the challenges involved in generating appropriate ranks for the RBTF method for annotations with a directed acyclic graph structure such as GO, independent theoretical terms and ranked statistics for two hypothetical samples in each term were generated (see Methods). Generating combined samples was achieved by averaging t-statistics, using Fisher's method to combine *p*-values, and taking the maximum *p*-value across samples. Figure 3A shows the difference in term enrichment *p*-values between the minimum transformed *p*-value from the samples and the transformed *p*-value from the combined sample where the sample was combined using an average of t-statistics. As the proportion of genes in the top 50% of ranks varies, the combined sample gives at least as good or better *p*-values, until a threshold proportion is reached. Combining samples using Fisher's method generated similar results (results not shown). Combining samples using the maximum *p*-value across samples demonstrated completely opposite behavior, with the combined sample yielding worse *p*-values (Figure 3B).

**Figure 3:**
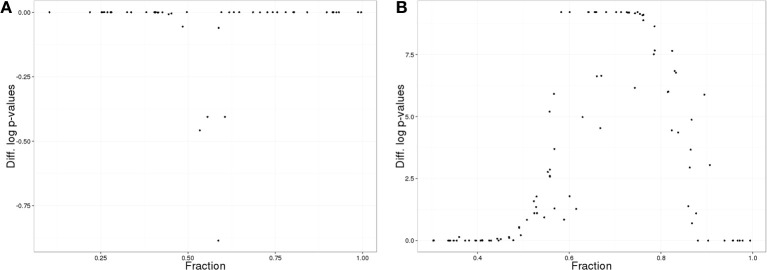
**Results of RBTF hypothetical data analysis**. **(A)** Difference of transformed *p*-values comparing the maximum term *p*-value from sample calculations and *p*-value from a combined sample where samples were combined using averages of t-statistics, as a function of the proportion of genes in the top 50% of entries by rank. **(B)** As in **(A)**, but the maximum *p*-value was used to combine samples gene-wise.

### Skin vs. muscle denervation

The categoryCompare approach was used to compare gene expression following denervation of skin and muscle. 

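Dorsal hairy skin of 16 rats was measured on Affymetrix Rat Genome 230 2.0 arrays. There were 6 naïve rats, 5 rats at 7 days and 5 rats at 14 days after transection of the cutaneous nerves, with 1 array per sample. The skin came from the rostral denervated zone, and naïve rats had no surgery. The samples include the cutaneous trunci muscle, which inserts onto the dermis and, as the sample labels state, was not itself denervated. The paper gives a body weight of 160 to 200 g and the description of the series one of 200 to 250 g. That description also differs from the paper and from the sample protocol on which caudal nerves were cut. The authors normalized the arrays by robust multi-array averaging, and the deposited values are on the log2 scale for 31099 probesets. As in the paper, control probesets (57) and probesets with no gene (9780) or several genes (436) were left out, and the median was taken over the probesets of a gene. This gave 14217 genes.

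Each time was compared with naïve skin by limma, at a Benjamini-Hochberg adjusted p under 0.05. The paper's text names no threshold for genes. Gene Ontology annotation was not used here. In its place, 56 gene lists, written from general knowledge before the data were examined, were tested with romer at the paper's cutoff of 0.01, and adjusted p values of lists are over all lists and both directions. No list passed that cutoff in camera with an estimated correlation, where the lowest adjusted p was 0.488 at 7 days and 0.643 at 14 days. The arrays of a group correlated least in naïve skin, where the lowest correlation was 0.931, against 0.978 at 7 days and 0.993 at 14 days. These correlations are across probesets, which are not independent replicates. Naïve arrays fell into separate clusters in hair follicle genes. Naïve replicates 1 and 2 had mean scores of 1.35 and 1.44, and the other naïve arrays lay between -2.71 and -2.53. The number of arrays limits the precision.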

The denervated skin data set consisted of DNA microarray measurements from rats, comparing the transcript expression in the naïve skin, and skin at 7 and 14 days following denervation. The muscle data set consisted of DNA microarray samples of control muscle and muscle 3 days post-denervation from mice (Wang et al., 2005).

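At 7 days after denervation, the largest increases among genes that passed limma included genes of secreted and matrix proteins. Lbp, which encodes lipopolysaccharide binding protein, had a log2 fold change of 4.74 (standard error 0.462, adjusted p = 0.000191). Sfrp2, a secreted modulator of Wnt signaling, was at 4.09 (adjusted p = 0.000342) and Timp1, an inhibitor of matrix metalloproteinases, at 3.95 (adjusted p = 0.000191). Cthrc1, Tnc, Tnn, Lrrc17, P4ha3, Vcam1, Fn1 and Srpx2 followed, with log2 fold changes from 3.77 to 2.53. Prss35 rose as well, but its naïve mean of 4.21 lay near the lowest values on these arrays, so no size is given. Of 32 measured genes of extracellular matrix and wound repair, 17 rose, none fell and 15 did not pass (24 higher when adjusted over the list alone), while the list missed the romer cutoff (adjusted p = 0.295). Of 26 macrophage and myeloid markers, 18 rose and none fell (22 higher when adjusted over the list alone). This list passed romer (p = 0.0072, adjusted p = 0.224, and p = 0.052 with an estimated correlation), and Cd68, a lysosomal glycoprotein of macrophages, was at 1.49 (adjusted p = 0.00729). The macrophage list no longer passed with array weights, with the sarcomere or hair follicle score as a covariate, or without the dimmest genes. It was also lost without naïve replicate 1, 2 or 4, without naïve replicates 1 and 2 together, and without the 7 day replicate 2, 3 or 4. Exact two-sided permutation tests of the scores at 7 days gave p = 0.00866 for macrophage markers and p = 0.00433 for extracellular matrix. Naïve replicates 4 and 5 stood apart in these groups, with macrophage scores of -1.21 and -1.53 against -0.50 to 0.45 in the other naïve arrays, and matrix scores of -0.98 and -1.41 against -0.40 to 0.13. The same arrays had the highest beta-actin 3 prime minus middle signals, at 0.962 and 1.2, against 0.202 to 0.29 at 7 days. Their 3 prime minus 5 prime signals went the other way for beta-actin, at 0.499 and 0.142 against 0.583 to 0.692, and for Gapdh were 0.293 and 0.307, inside the range of 0.234 to 0.423 at 7 days. The largest decreases were in Scn7a, a sodium channel gene expressed in glia, at -2.55 (standard error 0.457, adjusted p = 0.00493), and in Mstn, the myostatin gene, at -2.34 (adjusted p = 0.0315). Ccl27, Grem1, Mlf1, Fgf18, Neu2, Nr4a1, Bmp2, Mllt3, Pkib and Lrrc20 fell as well, with log2 fold changes from -1.75 to -1.03. Grem1 and Fgf18 had 7 day means of 4.43 and 4.65, close to the lowest values on these arrays, so the size of their decreases is uncertain. Of 17 hair follicle genes, 1 rose and 1 fell at 7 days (5 and 1 when adjusted over the list alone; romer adjusted p = 0.781), with a median of 0.91. In all, limma called 1116 genes higher and 378 lower at 7 days. Both other scalings, subtracting the array median and quantile normalizing again, gave more genes lower at 7 days.

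At 14 days, most of the largest increases among genes that passed were in genes of the hair shaft and inner root sheath. Tchh, which encodes trichohyalin, rose (adjusted p = 0.0241), as did Krt25, an inner root sheath keratin (adjusted p = 0.0229). Tchh lay at 3.92 to 4.22 in naïve replicates 4 to 6, near the lowest values on these arrays. Krt25 lay at 13.58 to 13.74 at 14 days, near the top of the scale, so no size is given for either. Krtap1-5, Mt4, S100a3, Krtap1-1, Krt33b, Krt86, Vsig8 and Sprr1b had log2 fold changes between 5.43 and 3.72. Krt71 rose as well, but at 13.64 to 13.8 at 14 days it too lay near the top of the scale, so no size is given. Of 17 hair follicle genes, 12 rose and none fell (15 higher when adjusted over the list alone; romer p = 0.009, adjusted p = 0.168, and p = 0.189 with an estimated correlation). The scores of the 14 day arrays on this list ran from 1.25 to 1.44, the level of naïve replicates 1 and 2. An exact two-sided permutation test of the score gave p = 0.0541. The list no longer passed without any 1 of naïve replicates 3 to 6, 7 day replicates 3 to 5 or 14 day replicates 2 to 5, or without naïve replicates 4 and 5 together. It was also lost with probesets singly, with only the compared groups in the model, with the replicate block, with fry and with the sarcomere score as a covariate. The hair follicle covariate is the score of this list itself, so the loss with it was fixed in advance and tests nothing. Crisp3, a cysteine-rich secretory protein gene, also rose, and its naïve values of 3.96 to 4.21 lay near the lowest on these arrays, so no size is given. Genes of skeletal muscle were among the largest decreases, including Ppp1r3a, a glycogen-targeting phosphatase subunit, at -2.39 (adjusted p = 0.0073) and Prkag3, a muscle AMPK subunit, at -2.28 (adjusted p = 0.0142). Mstn, Scn7a, Txlnb, Grem1, Dhrs7c, Six4, Ccl27, Wfdc21, Serpinb2 and Ky were at -2.61 to -2.00. The size for Grem1 is uncertain here too, as its naïve mean was 6.10 and such a decrease approaches the lowest values on these arrays. Limma called 1272 genes higher and 2071 lower at 14 days, and 1260 higher and 1430 lower at 14 than at 7 days. When single arrays were left out, the counts against naïve skin ran from 529 to 1508 higher and 100 to 1192 lower at 7 days, and from 446 to 2150 higher and 1209 to 2690 lower at 14 days.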

For each of the comparisons (Skin.T7, Skin.T14, Muscle) those annotations with a reported *p*-value less than 0.01 for either changes up or down were used for subsequent analysis, resulting in six different annotation lists. The number of significant annotations in each list is reported in Table 1.

**Table 1:** **Number of significantly enriched annotations in each list following denervation**.

**Skin.T7.Down**	**Skin.T7.Up**	**Skin.T14.Down**	**Skin.T14.Up**	**Muscle.Down**	**Muscle.Up**
263	343	247	259	151	130

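Some genes of glycosaminoglycan and hexosamine metabolism rose at 7 days. Of 30 measured genes of glycosaminoglycan and proteoglycan synthesis, 9 rose, none fell and 21 did not pass (11 higher when adjusted over the list alone). The list passed romer (p = 0.0029, adjusted p = 0.162, and p = 0.0232 with an estimated correlation), with a median log2 fold change of 0.13. Vcan, a large matrix proteoglycan, had a log2 fold change of 1.93 (standard error 0.273, adjusted p = 0.00159), and Has2, a hyaluronan synthase, one of 1.18 (adjusted p = 0.00333). Of 17 genes of hexosamine and N-acetylglucosamine metabolism, 6 rose and none fell (9 higher when adjusted over the list alone; romer p = 2e-04, adjusted p = 0.0224, and p = 0.0222 with an estimated correlation). Nagk, the N-acetylglucosamine kinase gene, was at 0.71 (adjusted p = 0.0135). Naïve replicates 4 and 5 were the lowest in both groups, with hexosamine scores of -0.28 and -0.43 against -0.14 to 0.00 in the other naïve arrays and glycosaminoglycan scores of -0.23 and -0.29 against -0.13 to -0.06. The glycosaminoglycan list no longer passed with array weights, without naïve replicate 1 or 2, or without both. Of 12 genes of collateral sprouting, 1 passed, Gap43, which encodes a growth cone protein, at 1.02 (standard error 0.18, adjusted p = 0.00451). This list did not pass romer toward lower values (adjusted p = 0.756), and its median was -0.07 while its mean was 0.04. Of 20 genes of astrocyte and glial differentiation, 1 rose and 1 fell (1 and 1 when adjusted over the list alone; romer adjusted p = 0.448 toward lower values). Cdk5, a neuronal kinase gene, was at 0.27 (adjusted p = 0.00515) and Bmp2, a bone morphogenetic protein gene, at -1.35 (adjusted p = 0.00159). Among neurotrophins, Ntf3 was at -0.47 (adjusted p = 0.0173) and Bdnf at -0.08 (adjusted p = 0.333). The naïve mean of Bdnf, 4.39, lay close to the lowest values on these arrays, so its value cannot show whether it changed.

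At 14 days, some genes of calcineurin signaling fell and some genes of the urea cycle rose. Of 18 genes of calcineurin and NFAT signaling, 9 fell and none rose (12 lower when adjusted over the list alone). Romer gave p = 1e-04, the smallest that its rotations can give (adjusted p = 0.0112), and p = 0.0488 was found with an estimated correlation. Ppp3ca, a calcineurin catalytic subunit, was at -1.31 (standard error 0.243, adjusted p = 0.00391) and Nfatc1, a transcription factor that calcineurin activates, at -1.50 (adjusted p = 0.0109). Of 14 genes of the urea cycle and arginine metabolism, 5 rose and none fell (6 higher when adjusted over the list alone; romer p = 3e-04, adjusted p = 0.0168, and p = 0.0343 with an estimated correlation). Asl, which encodes argininosuccinate lyase, was at 1.08 (adjusted p = 0.0132). Both lists moved with hair follicle genes among naïve arrays. Calcineurin scores were -0.09 and -0.17 in naïve replicates 1 and 2 and 0.36 to 0.49 in the others, and urea cycle scores 0.25 and 0.25 against -0.56 to -0.51. The calcineurin list no longer passed with the sarcomere or the hair follicle score as a covariate, and the urea cycle list no longer passed with the hair follicle score, with the probeset of the highest mean or in camera with a preset correlation. Of 22 genes of axon growth and the neuronal cytoskeleton, 5 rose and 1 fell (5 and 1 when adjusted over the list alone), and the list did not pass romer (adjusted p = 0.7). Tubb3, a neuronal tubulin gene, was at 0.39 (adjusted p = 0.0138). Of 20 genes of synapse assembly, 5 rose and 3 fell (6 and 3 when adjusted over the list alone; romer adjusted p = 0.831 toward higher values). Here the median was 0.05 and the mean -0.06. Lrp4, the agrin receptor of the neuromuscular junction, was at -1.01 (adjusted p = 0.00845) and Cbln1, a synaptic organizer, at 0.48 (adjusted p = 0.0149). Of 18 genes of retinoic acid metabolism, 5 rose and 1 fell (7 and 1 when adjusted over the list alone; romer adjusted p = 0.7). This list, too, moved with hair follicle genes among naïve arrays. Its scores were 0.275 and 0.194 in naïve replicates 1 and 2, -0.527 to -0.0945 in the others and 0.154 to 0.231 at 14 days.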

Analysis of the 79 significantly enriched annotation groups shows that the majority of these (59) respond to a single condition, including 10 in Skin.T7.Down (such as negative regulation of astrocyte differentiation, and collateral sprouting); fifteen in Skin.T7.Up; eight in Skin.T14.Down; nineteen in Skin.T14.Up (including synapse assembly and nervous system development, axon extension, and glia guided migration); five in Muscle.Down (including response to VEGF); and three in Muscle.Up. There are two annotations down-regulated in all three data sets (ATP biosynthesis and muscle adaptation and contraction); one annotation down-regulated in skin and up-regulated in muscle (mitotic cell cycle checkpoint); one down-regulated in Skin.T7 and upregulated in Skin.T14 and Muscle (pH and lysosome regulation); four down-regulated at Skin.T7 which are up-regulated at Skin.T14 (neurotransmitter secretion and transport, endocrine regulation of blood pressure, fluid transport, and epithelial tube branching); one down-regulated in Skin.T7 and Muscle (response to glucose synthesis); one up-regulated in Skin.T7 and down-regulated in Skin.T14 (microtubule organization); two up-regulated in both skin datasets (blood vessel endothelial cell differentiation and negative regulation of protein export); and three down-regulated in Skin.T14 and Muscle (cellular respiration, acetyl CoA biosynthesis and response to muscle activity). 

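Some ATP synthase genes fell at 7 days, and most of the measured genes of energy production fell at 14 days. Of 14 ATP synthase subunit genes, 3 fell at 7 days and 11 at 14 days, and none rose (10 and 11 lower when adjusted over the list alone). The median log2 fold change was -0.19 at 7 days (romer p = 0.008, adjusted p = 0.224, and p = 0.157 with an estimated correlation) and -0.30 at 14 days (romer p = 0.0052, adjusted p = 0.116, and p = 0.101 with an estimated correlation). The 7 day call was lost with the replicate block, without naïve replicates 4 and 5 together, and without any 1 of naïve replicates 1, 3, 4 and 5 or 7 day replicates 1, 2, 4 and 5. The 14 day call was lost with probesets singly, after quantile normalizing again, without the dimmest genes, with only the compared groups in the model and without naïve replicate 5. Atp5pb, a subunit of the peripheral stalk, was at -0.45 (standard error 0.088, adjusted p = 0.00493) at 14 days. Of 42 electron transport chain genes, 35 fell at 14 days and none rose (38 lower and 1 higher when adjusted over the list alone; romer p = 0.0033, adjusted p = 0.0924, and p = 0.108 with an estimated correlation). Their median was -0.45, and Uqcrh, a subunit of complex III, was at -0.47 (adjusted p = 0.00305). Of 21 genes of the TCA cycle and acetyl-CoA supply, 17 fell and none rose (18 lower when adjusted over the list alone; romer p = 0.0014, adjusted p = 0.0523, and p = 0.0952 with an estimated correlation). Dld, the E3 subunit of pyruvate dehydrogenase, was at -0.73 (adjusted p = 0.00182). Muscle and hair follicle scores moved with these groups. Naïve replicates 4 and 5 were the highest in them, with ATP synthase scores of 0.34 and 0.36 against -0.09 to 0.16 in the other naïve arrays and electron transport scores of 0.49 and 0.53 against -0.20 to 0.31. With the sarcomere score as a covariate the electron transport median was -0.15, and with the hair follicle score it was -0.16. After quantile normalizing again it was -0.32, and the list passed romer in none of these fits. The ATP synthase and TCA cycle lists also passed with neither covariate. The electron transport list was lost as well with the replicate block, without the dimmest genes, with only the compared groups in the model and without naïve replicates 4 and 5 together, and the TCA cycle list with the replicate block and after quantile normalizing again.

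Checkpoint and lysosome genes had median log2 fold changes above 0 at both times, and neither list passed romer. Of 26 genes of the mitotic and DNA damage checkpoint, 2 rose and none fell at 7 days (6 higher when adjusted over the list alone), with a median of 0.24 (romer adjusted p = 0.448 toward higher values). Bub1, a spindle checkpoint kinase gene, was at 0.92 (adjusted p = 0.028). Checkpoint scores followed the hair follicle division, at 0.23 and 0.07 in naïve replicates 1 and 2 and -0.46 to -0.31 in the others. The 7 day replicate 2 was at -0.28. At 14 days 2 rose and 1 fell, none when adjusted over the list alone, with a median of 0.31 (romer adjusted p = 0.751 toward higher values), which turned to -0.05 with the sarcomere score and to -0.15 with the hair follicle score as a covariate. Of 34 lysosome and vacuolar ATPase genes, 7 rose at 7 days and 8 at 14 days, and none fell (8 and 8 higher when adjusted over the list alone; romer adjusted p = 0.448 and adjusted p = 0.751 toward higher values). Lysosome scores were lowest in naïve replicates 4 and 5, at -0.33 and -0.51 against -0.19 to 0.09 in the other naïve arrays, the arrays that were also lowest in macrophage markers. Lipa, the lysosomal acid lipase gene, was at 1.03 (standard error 0.0886, adjusted p = 8.21e-05) at 7 days.

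Of 22 synaptic vesicle release genes, 1 fell at 7 days, Rab3a, a vesicle GTPase gene, at -0.29 (adjusted p = 0.0223), and 2 rose at 14 days (1 and 1 when adjusted over the list alone). The list did not pass against naïve skin at either time (romer adjusted p = 0.316 toward lower values at 7 days and adjusted p = 0.767 toward higher values at 14 days). Compared directly, it was higher at 14 than at 7 days (romer p = 0.0022, adjusted p = 0.123, and p = 0.0327 with an estimated correlation), as was fluid transport (romer p = 0.0038, adjusted p = 0.142, and p = 0.0192 with an estimated correlation). Fluid transport no longer passed with the sarcomere or the hair follicle score as a covariate, without the dimmest genes, with only the compared groups in the model, or without the 7 day replicate 5 or the 14 day replicate 1. Syp, which encodes synaptophysin, was at 0.29 (adjusted p = 0.00968) at 14 days, and Aqp3, a water channel gene, was at -0.82 (adjusted p = 0.00493) at 7 days. The lists for endocrine regulation of blood pressure and epithelial tube branching did not pass toward lower values at 7 days (romer adjusted p = 1 and adjusted p = 0.792) or toward higher values at 14 days (romer adjusted p = 0.751 and adjusted p = 0.751). Of 25 vascular endothelium genes, 10 rose and 1 fell at 7 days (13 and 1 when adjusted over the list alone; romer adjusted p = 0.307), and none passed limma at 14 days. Sox18, an endothelial transcription factor gene, was at 1.10 (adjusted p = 0.00689) at 7 days. From lists of Gene Ontology terms, the paper states that ATP biosynthesis and muscle adaptation were down-regulated at both times in skin and in denervated muscle.

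**Figure D1:**
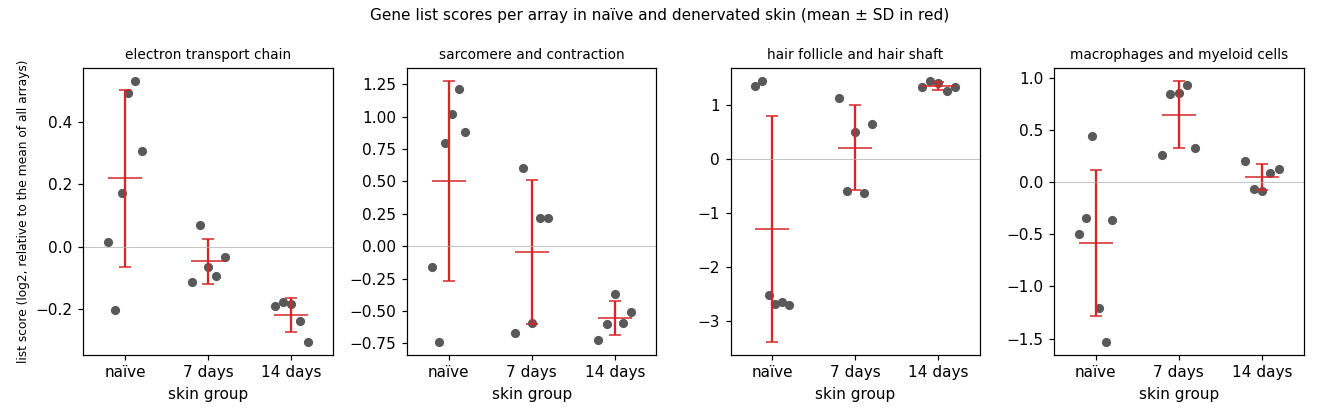
Scores of 4 gene lists per array in naïve skin and at 7 and 14 days after denervation. The vertical axis is the mean log2 value over a list relative to the mean of all arrays, points are arrays, and red marks are the mean ± SD. Electron transport scores are lower at 14 days, and naïve hair follicle scores lie in separate clusters.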

A complete list of the membership for each of the significantly enriched annotations is provided in Table 2.

**Table 2:** **Significant term annotation groups and the gene-list they appeared significant in for the Skin vs. Muscle comparison**.

**Description**	**Skin.T7.Down**	**Skin.T7.Up**	**Skin.T14.Down**	**Skin.T14.Up**	**Muscle.Down**	**Muscle.Up**
ATP biosynthesis	X		X		X	
Muscle contraction and development	X		X		X	
Mitotic cell cycle checkpoint	X		X			X
pH and lysosome regulation	X			X		X
Neurotransmitter secretion and transport	X			X		
Epithelial tube branching	X			X		
Endocrine regulation of blood pressure	X			X		
Fluid transport	X			X		
Tube development	X					X
Response to glucose	X				X	
Steriod biosynthesis	X					
Lung cell differentiation	X					
Neg regulation of astrocyte diff.	X					
Fear response	X					
Dopamine transport	X					
Collateral sprouting	X					
Response to osmotic stress	X					
Positive regulation of epidermal growth factor signaling	X					
Response to leptin	X					
Catecholamin biosynthesis	X					
Microtubule organization		X	X			
Blood vessel endothelial cell differentiation		X		X		
Negative regulation of protein transport		X		X		
Negative regulation of response to granulocyte/myeloid cell diff.		X				X
Type II hypersensitivity		X				
Entry into host and movement		X				
Response to virus		X				
Mitotic spindle assembly		X				
N acetylglucosamine metabolism		X				
Proteoglycan biosynthesis		X				
Negative regulation of cell junction assembly		X				
Endocardial cell differentiation		X				
Sequestering of actin monomers		X				
Beta amyloid formation		X				
Response to platelet derived growth factor stimulus		X				
Lipopolysaccharide biosynthesis		X				
Aminoglycan metabolism		X				
Epithelial to mesenchymal transition, endocardial cushion formation		X				
Pulmonary valve dev. and morphogenesis		X				
Cellular respiration			X		X	
acetyl CoA biosynthesis			X		X	
Response to muscle activity			X		X	
Protein localization in mitochondrion			X			
Cation channel activity			X			
Interferon gamma response			X			
Calcineurin NFAT signaling cascade			X			
Histone demethylation			X			
Negative regulation of Ras signal transduction			X			
Positive regulation of metalloenzyme activity			X			
Glucocorticoid receptor signaling pathway			X			
Atrioventricular valve dev. and morphogenesis				X	X	
Vitamin metabolism				X		X
Digestion				X		
Synapse assembly and nervous system development				X		
Folic acid compound metabolism				X		
Retinoic acid biosynthesis				X		
Urea cycle				X		
Response to prostaglandin				X		
Keratinocyte migration				X		
Amino acid transport				X		
Mesenchymal cell diff in kidney/Renal system dev.				X		
Axon extension				X		
Lung lobe dev. and morphogenesis				X		
Embryonic digestive tract dev. and morphogenesis				X		
Phosphate ion transport				X		
Fluid secretion				X		
Interleukin 13 production				X		
Glia guided migration				X		
Central nervous system maturation				X		
Bile acid transport				X		
Positive regulation of muscle cell apoptosis				X		
Purine metabolism					X	
Regulation of phospholipase C					X	
Response to VEGF					X	
Membrane repolarization					X	
Carbohydrate catabolism					X	
rRNA processing						X
Response to indole 3 methanol						X
DNA break repair						X

### Crohns vs. UC

categoryCompare was employed to compare the gene expression from Crohn's disease and ulcerative colitis (UC) intestinal samples when each was compared to normal samples. GO::BP annotation enrichment was used. Table 3 lists the number of significant GO::BP terms for each comparison using a *p*-value cutoff of 0.01.

**Table 3:** **Number of significant annotations for each comparison for Crohn's compared to UC using romer and *p*-value cutoff of 0.01**.

**UC.Up**	**UC.Down**	**CROHNS.Up**	**CROHNS.Down**
434	169	264	110

As listed in Table 3, UC up-regulated compared to normal (UC.Up) had by far the largest number of significant GO::BP terms, and this is reflected in the overall results as there are large groups of highly related GO terms listed as being significant solely or primarily in UC.Up. These include “response to lipopolysaccharide and bacterial,” “regulation of inflammatory response,” “regulation of cell cycle and DNA damage response,” “regulation of ubiquitination and ligase activity,” and “vesicle targeting.” The CROHNS.Up group had much fewer significant GO::BP terms overall, and few that were found only in CROHNS.Up. These included “NAD biosynthesis,” “hormone metabolism,” “response to growth hormone,” “melanin metabolism,” and “protein dephosphorylation.” Common to UC.Up and CROHNS.Up are “amine metabolism,” “extrinsic signal transduction,” “regulation of nitric-oxide synthase,” “fatty-acyl-CoA biosynthesis,” “chemokine and cytokine production,” and “hydrogen peroxide metabolism.” Specific to UC.Down are “glandular cell differentiation,” “membrane biogenesis and assembly,” and “activin receptor signaling.” Common to UC.Down and CROHNS.Down include “oligodendrocyte differentiation” and “cellular pattern specification.” All of the GO::BP groups are listed in Table 4 by list-membership, and the individual GO terms in each group are provided in the supplemental materials.

**Table 4:** **Significant term annotation groups and the gene-list they appeared significant in for the CROHNS vs. UC comparison**.

**Description**	**UC.Down**	**UC.Up**	**CROHNS.Down**	**CROHNS.Up**
Hydrogen peroxide metabolism		X		X
Nucleotide and nucleoside metabolism		X		X
Amine metabolism		X		X
Extrinsic signal transduction		X		X
Regulation of nitric-oxide synthase		X		X
Fatty-acyl-CoA biosynthesis		X		X
Chemokine and cytokine production		X		X
ER unfolded protein response		X		X
Antigen processing and presentation		X		X
Response to lipopolysaccharide and bacterial		X		
Regulation of inflammatory response		X		
Regulation of cell cycle and DNA damage response		X		
Regulation of ubiquitination and ligase activity		X		
nik/nk-kappab cascade		X		
Regulation of ras/rac/rho gtpase activity		X		
COPII vesicle coating and targeting		X		
Negative regulation of peptidase activity		X		
Response to type 1 interferon		X		
Protein N-linked glycosylation		X		
Glandular cell differentiation	X			
Membrane biogenesis and assembly	X			
Activin receptor signaling	X			
Oligodendrocyte differentiation	X		X	
Cellular pattern specification	X		X	
NAD biosynthesis				X
Hormone metabolism				X
Response to growth hormone				X
Melanin metabolism				X
Protein dephosphorylation				X

### Annotation graphs

For both the CROHNS vs. UC and Skin vs. Muscle datasets, the enriched annotations are reported as “themes” of groups of highly similar annotations, where similarity is defined by the shared number of genes between annotations (see Methods). Figure 4 shows small examples of the visualization used to interactively determine the themes of highly related groups of annotations (only edges with a similarity ≥ 0.8 are shown). Figure 4A shows three different annotation groups from the CROHNS vs. UC analysis (from left to right): “regulation of ubiquitination and ligase activity,” “nucleoside and nucleotide metabolism,” and “amine metabolism” with the associated legend in Figure 4B. 

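Many muscle genes fell in the skin samples at 14 days, and the naïve arrays differed widely in them. Of 38 measured genes of the sarcomere and contraction, 23 fell at 14 days, none rose and 15 did not pass (33 lower and 2 higher when adjusted over the list alone). Tcap, a protein of the Z disc, fell by 1.71 on the log2 scale (standard error 0.348, adjusted p = 0.0059). Ryr1, the calcium release channel, was at -1.63 (adjusted p = 0.0153) and Myh4, a fast myosin heavy chain gene, at -1.73 (adjusted p = 0.0317). Acta1, the skeletal actin gene, lay near the top of the scale in every array and cannot show the size of a decrease. Of 16 myogenic regulators, 10 fell and none rose (13 lower when adjusted over the list alone; romer adjusted p = 0.648), including Klhl41, a muscle Kelch protein, at -1.58 (adjusted p = 0.00993). At 7 days no sarcomere gene passed limma. The median over the sarcomere list was -0.63 at 7 days and -1.10 at 14 days, and the list passed romer at neither time (adjusted p = 0.781 and adjusted p = 0.7). An exact two-sided permutation test of the score per array gave p = 0.203 at 7 days and p = 0.0303 at 14 days. Naïve sarcomere scores followed the hair follicle division, at -0.16 and -0.74 in replicates 1 and 2 and 0.80 to 1.21 in the others. They ran from -0.72 to -0.37 at 14 days. Scores of myogenic regulators did the same, at -0.30 and -0.80 against 0.72 to 1.42, and ran from -0.83 to -0.51 at 14 days. The decrease was thus mainly against naïve replicates 3 to 6. Of 16 genes of the response of muscle to denervation, 2 rose at 7 days (3 when adjusted over the list alone), while at 14 days 0 rose and 2 fell (0 and 2 when adjusted over the list alone). Myog, a myogenic transcription factor gene, was at -0.03 (adjusted p = 0.966) at 7 days. Scores on the denervation response list were 0.505 and 0.692 in 7 day replicates 1 and 3. They ran from -0.245 to 0.122 in the other 7 day arrays, from -0.23 to 0.0692 in naïve skin and from -0.269 to 0.327 at 14 days. The 7 day replicates 1 and 3 also had the lowest 7 day sarcomere scores, at -0.671 and -0.591. Whether these arrays show a response of muscle to denervation was not tested. How much of each sample was muscle is not given in the sources used here.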

Figure 4C shows the annotation group from SKIN vs. MUSCLE “muscle fiber development,” with the associated legend in Figure 4D. Both instances demonstrate that not all of the annotations in a group necessarily have an identical “list-membership,” but rather the total “list-memberships” of the annotations are considered together to assign the “lists” that annotation group is from. For example, the middle group in Figure 4A, “nucleoside and nucleotide metabolism” has only two GO terms that were both from UC.Up and CROHNS.Up, but all the other highly related GO terms are from UC.Up or CROHNS.Up. Similarly, in the Skin vs. Muscle example, many terms are found in only one or the other of Skin.T7.Down or Skin.T14.Down, but they are all highly related to one another by the genes annotated to each term.

**Figure 4:**
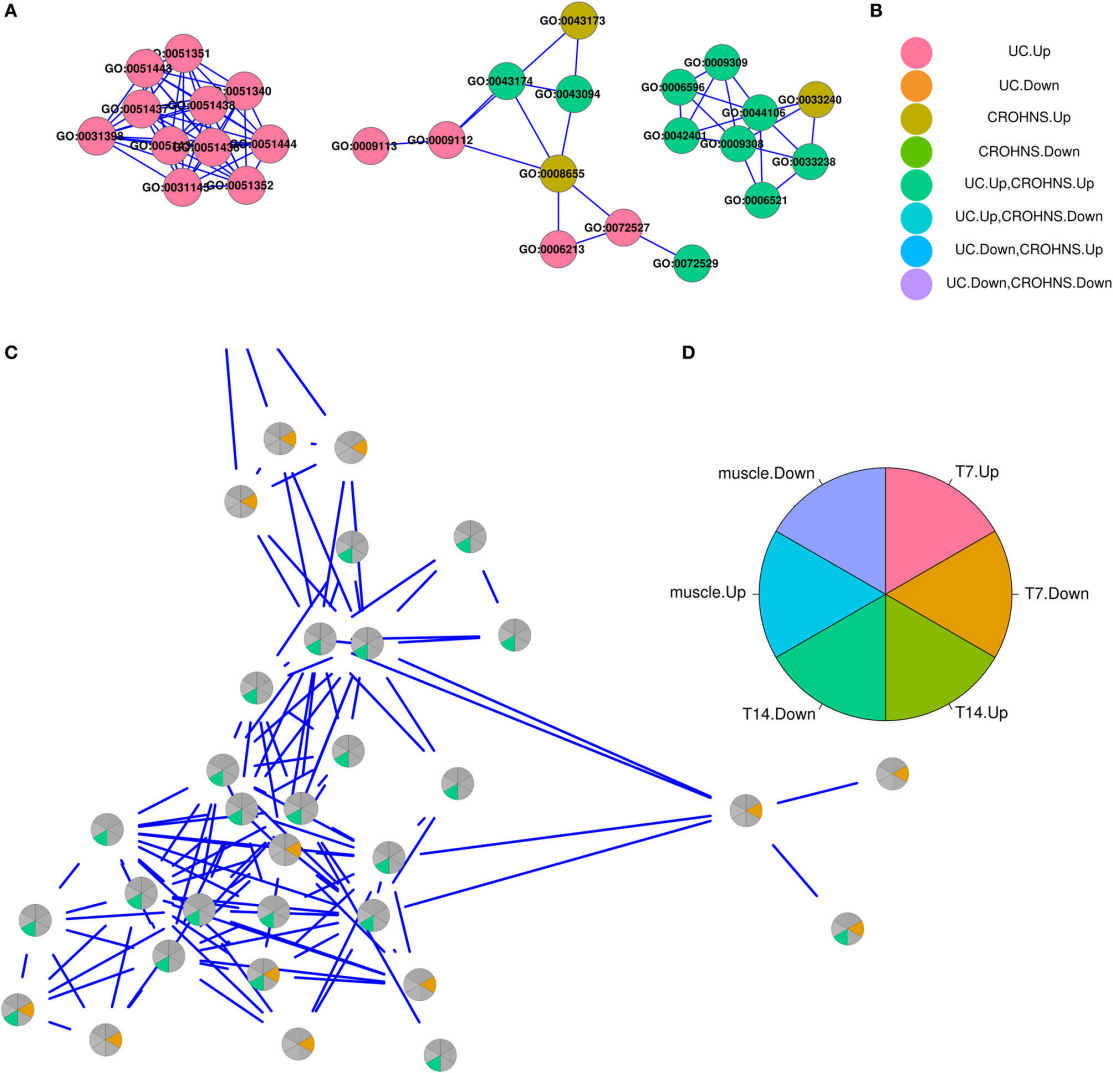
**Examples of annotations groups and associated legends**. **(A)** From left to right, visualization of annotation groups “regulation of ubiquitination and ligase activity,” “nucleoside and nucleotide metabolism,” and “amine metabolism,” with associated legend in **(B)**. **(C)** Pie chart visualization of annotation group “muscle fiber development,” with legend in **(D)**.

Although not part of the categoryCompare algorithm *per se*, returning the annotations as a graph where each node is an annotation and edges are weighted by their similarity (see Methods) enhances the biological interpretation by providing the ability to determine sets of highly related annotations that is not easily accomplished in list form. For example, of the nine annotations in the middle group of Figure 4A (“nucleoside and nucleotide metabolism”), only three have a “list-membership” of UC.Up, CROHNS.Up. If the full list of significant annotations (288) are ranked by: UC.Up *p*-value; CROHNS.Up *p*-value; and then by their list-memberships; they are scattered throughout the table, being located in rows 40, 123, 136, 149, 155, 167, 191, 206, and 215. Deriving the theme of “nucleoside and nucleotide metabolism” from the items in the list would be more difficult. It should be noted that all of the tabular data is available in Cytoscape when the user selects a node, and multiple nodes may be selected simultaneously, thus providing all the tabular output for a particular group of nodes.

## Discussion

### Crohn's vs. UC data

While the original CROHN'S vs. UC study focused on determining predictor genes as clinical biomarkers for classifying Inflammatory Bowel Disease, we employed categoryCompare to determine the similarities and differences between these two conditions at a higher annotation-based level, which is highlighted in the visualization of the GO results (Figure 4). The results suggest that both conditions are enriched for processes involved with immune response (antigen processing and presentation) as well as chronic inflammation (chemokine and cytokine production). Additionally, both datasets show an upregulated enrichment of amine, nucleotide, and nucleoside metabolism which has previously been associated with the vascular surface of inflammatory diseases (Eltzschig et al., 2004).

Differences in the enriched annotations indicate that UC has a significant up-regulated enrichment in cell-derived mediators of inflammation, including nik/nk-kappab cascade, regulation of inflammatory response, and response to type I interferon. The significant increase in the regulation of ubiquitination and ligase activity specific to UC is consistent with GWAS studies implicating loci coding for proteins with domains associated with protein ubiquitination (McGovern et al., 2010). The results from categoryCompare agree with this association, since these loci were not found to be associated with Crohn's Disease patients.

The significant increase in hormone metabolism in CROHNS may point to the difference in bone mineral density (Ardizzone et al., 2000) while the increased response in growth hormone in CROHNS may be directly related to growth hormone therapies specific to the treatment of Crohn's Disease (Slonim et al., 2000; Heyman et al., 2008).

### Skin vs. muscle denervation data

Our interests lie with the role of denervated tissue in recruiting the non-injured axons innervating adjacent tissue to send new branches through the tissue into the denervated territory (often called collateral sprouting or collateral reinnervation).

Overall the annotation groups which emerged for denervated skin and denervated muscle are largely different. This is likely due in part to the intrinsic difference in tissues, one being a barrier tissue with rapid cellular turnover that is highly sensitive to innervation status (Hsieh et al., 1997). 

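In skin, most genes of glycolysis and some genes of fatty acid oxidation also fell at 14 days, and stress response genes went both ways. Of 15 genes of glycolysis and glycogen breakdown, 11 fell and 1 rose (12 and 1 when adjusted over the list alone), with a median log2 fold change of -0.95, and the list did not pass romer (adjusted p = 0.7). Fry (p = 0.00989) and camera with a preset correlation (p = 0.000356) called the list lower. Camera with an estimated correlation did not (p = 0.185). Glycolysis scores moved with sarcomere scores, at -0.63 in naïve replicate 2 and 0.59 to 0.94 in naïve replicates 3 to 6. Pfkm, the muscle phosphofructokinase gene, was at -1.50 (standard error 0.391, adjusted p = 0.0179) and Ldha, a lactate dehydrogenase gene, at -0.76 (adjusted p = 0.0259). Of 18 genes of fatty acid oxidation, 5 fell and none rose (10 lower when adjusted over the list alone; romer adjusted p = 0.751). Camera with a preset correlation called this list lower (p = 0.00177), and fry did not (p = 0.0332). Fatty acid oxidation scores followed most of the same naïve arrays, at -0.19 and -0.17 in naïve replicates 1 and 2 and 0.43 to 0.52 in naïve replicates 4 to 6, though naïve replicate 3 was at 0.04. Etfa, an electron transfer flavoprotein subunit, was at -0.46 (adjusted p = 0.00251). Of 27 genes of the heat shock and oxidative stress response, 1 rose and 1 fell at 7 days, and 4 rose and 9 fell at 14 days (1 and 1, and 5 and 10, when adjusted over the list alone). Hmox1, which encodes heme oxygenase, was at 2.33 (standard error 0.365, adjusted p = 0.00295) at 7 days. At 14 days Trib3, a stress-induced pseudokinase gene, was at 0.38 (adjusted p = 0.00191) and Cat, the catalase gene, at -0.80 (adjusted p = 0.00895). The list did not pass romer toward higher values at 7 days (adjusted p = 1) or at 14 days (adjusted p = 1). Of 21 immediate early genes, 3 rose and 1 fell at 14 days, and none passed when adjusted over the list alone. Fosl1, an AP-1 subunit gene, was at 0.43 (adjusted p = 0.0259).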

Similarities reside in the emergence of annotations suggesting reduced energy production in both tissues as well as a concomitant increase in stress-response and stimulus-response processes in both denervated tissues.

### Hypothetical data

The hypothetical SBTB and RBTF results echo previous results from Shen and Tseng (2010). Their results showed that depending on the degree of overlap and how large the gene signal was, meta-analysis at the feature level or annotation level have different advantages. For SBTB type analyses, whether feature level combination or annotation level combination is better depends on the overall number of genes annotated to the term, as well as what fraction of genes are present in the individual samples.

For small numbers of genes annotated to a term, the likelihood of getting the same genes in both samples is likely random, thus explaining the seemingly random distribution of change in *p*-value for the small set of GO terms in the single sample, and for multiple sets of gene samples. However, when viewed over 100 sets of GO samples, the overall trend is that categoryCompare gives better *p*-values over using the sample intersection. However, as the amount of noise increases and the fraction of shared noise decreases, the intersection of genes between the two experiments becomes much more specific, leading to the intersection of lists giving much better *p*-values overall.

In contrast, with an RBTF type analyses such as GSEA, the degree of improvement using categoryCompare is dependent on how the samples are combined, in addition to the fraction of genes that are highly ranked in the samples. The dependence on the fraction is not surprising, as the odds that the set will be highly ranked as a whole becomes more likely as the overall fraction increases, with no difference at higher fractions. In addition, how the samples are combined is important in that the most conservative method, taking the maximum *p*-value (the method originally used by Shen and Tseng), should result in the lowest fraction of genes being highly ranked in the combined sample.

Both of these results suggest that categoryCompare has advantages in particular situations, but is still limited, especially with respect to a direct meta-analysis. It is likely that these same limitations are present in a comparative-analysis, and where features are present in both data sets a feature level comparison should also be performed in conjunction with an annotation level comparison.

## Concluding remarks

Analysis of both the data sets comparing denervation of skin with muscle and Crohn's with ulcerative colitis highlighted several biological processes shared across conditions as well as several that appear to be specific to each condition. These annotations provide a starting point for hypothesis generation and testing either by subsequent high-throughput experiments (or querying of analogous data sets) or directed experiments using potential targets derived from this analysis.

The hypothetical data analysis demonstrates that categoryCompare is able to illuminate processes highly relevant to the fundamental underlying biology that may be missed using a more traditional feature level analysis. This ability is dependent on the method of annotation enrichment employed (SBTF vs. RBTF), and the degree of noise. Although this analysis considered only data with identical classes of features, the annotation-level approach could enable meta-analyses of experiments with different types of features but shared annotations, such as genes and metabolites.

categoryCompare provides an easily extensible, general framework and interface for performing high-throughput data meta-analysis at the annotation level, in a commonly used programming environment with large amounts of available feature annotation data. Future work includes providing easy access to other types of feature annotations, calculating annotation enrichment for user provided annotations, and visual exploration of the feature—annotation relationships.

## Software availability

The current version of the categoryCompare package is available from http://bioconductor.org/packages/release/bioc/html/categoryCompare.html, while a development version is hosted on GitHub at https://github.com/rmflight/categoryCompare. It should be noted that the **ccPaper** branch of the version hosted on GitHub was used for all of this work. Many features from that branch will be available in the development version of the software package.

## Availability of supporting data

The data supporting the results reported are available in the ccPaper R package available from https://github.com/rmflight/ccPaper. The original raw data used (from denervated skin) is available from GEO as series GSE54356.

## Author contributions

Robert M. Flight conceived of the methodology, wrote, and maintains the Bioconductor package. Fahim Mohammad tested the package on various platforms, and edited the package vignette. Jeffrey C. Petruska, Lawrence D. F. Moon, and Benjamin J. Harrison posed the original question motivating the work, provided the skin denervation data set and biological interpretation. Eric C. Rouchka provided materiel, direction, and overall supervision of the project. Mary B. Bunge provided funding and consultation for the denervated skin microarray experimental design. All authors contributed to the writing of the manuscript.

## Funding

Funding was provided by the CDRF International Consortium on Spinal Cord Injury Research (Mary B. Bunge—author; Lorne M. Mendell and Fred H. Gage—acknowledged); (Both are now in acknowledgements rather than authors.) Kentucky Spinal Cord and Head Injury Research Trust (Grant 09-12A to Jeffrey C. Petruska); Paralyzed Veterans of America (Fellowship to Benjamin J. Harrison); National Institutes of Health (NIH) grants P20RR016481 (ECR), 3P20RR016481- 09S1 (Eric C. Rouchka, Robert M. Flight, Benjamin J. Harrison), P20GM103436 (Eric C. Rouchka), R21NS080091 (Jeffrey C. Petruska), and R21NS 071299 (Jeffrey C. Petruska); and Department of Energy contract DE-EM0000197 (Eric C. Rouchka). The article contents are solely the responsibility of the authors and do not represent the official views of the funding organizations.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

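Gene expression was measured in dorsal skin of 6 naïve rats and of 5 rats at each of 7 and 14 days after denervation, on Affymetrix Rat Genome 230 2.0 arrays. The authors deposited log2 values made by robust multi-array averaging (RMA). The submitters name R 3.0.1, and the version of the RMA software is not given in the sources used here. The labels give no separate batches. Control probesets were removed, and the 20826 probesets with 1 gene were collapsed to the median per gene, which concerned 4525 genes with more than 1 probeset. Symbols were brought up to date through Entrez identifiers in the RefSeq annotation of the GRCr8 assembly.

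The comparisons were made in R 4.3.3 with limma 3.58.1, in 1 linear model with a mean for each group, moderated statistics and Benjamini-Hochberg adjustment over all genes. The gene lists were tested with romer (mean statistic, 9999 rotations), with camera at a preset and at an estimated correlation, and with fry. A list needed at least 5 measured genes, and 174 entries of the lists had no measured gene. A list score is the mean over the list of each gene's value minus its mean over all arrays. Scores were compared between groups by exact permutation tests over 462 regroupings against naïve skin and 252 between the times. The gene test was tested on simulated data. Of 50 genes raised by 1 on the log2 scale at 7 days, 96% were recovered, and of 50 raised by 0.5, 66%. Whether these rates hold with the division seen among the real naïve arrays was not tested.

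The genes named are those with the largest increases and decreases at each time, among genes past the threshold with every denervated array on the same side of the naïve mean, the members of each list with the largest statistic, and a fixed set of nerve, muscle, skin and immune genes. Krt27, which is in that set, had no probeset with 1 gene, and some genes of the set are not reported here. The lists, this rule and the alternatives were set before the data were examined, except for the alternatives that left out pairs of naïve arrays. The alternatives changed the collapse of probesets, dim genes, scaling, array weights, moderation, the arrays in the model, a block for the replicate number, covariates for muscle and hair follicle scores, thresholds and the list test. Each array was also left out in turn, with 1999 rotations for the lists, and splits of the arrays used 999. The replicate numbers do not pair the samples.

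Both comparisons share the naïve arrays. Across genes, which are not independent replicates, their log2 fold changes correlated at 0.666, against 0.456 for simulated unchanged groups. Their covariance was 0.106, against 0.0136. The simulation gave all groups the same spread, while the lowest correlation within naïve arrays was 0.931, against 0.993 at 14 days. The excess over the simulation therefore does not show a shared response. With the naïve arrays split between the comparisons, the median correlation over 20 assignments was 0.59 (0.0643 to 0.753), and the median number of genes called in the same direction at both times was 0 (0 to 50). At both times 227 genes were higher and 195 lower, where independent calls would share 99.85 and 55.06. Muscle and intestinal data were not analysed here.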

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

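The tests of the naïve hair follicle pattern and of RNA degradation were chosen after these results had been seen, and the other tests here before.

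Hair follicle genes divided the naïve arrays, and their median log2 fold change at 14 days was 2.43, in genes the paper does not discuss. A swap that put an array like naïve replicates 3 to 6 among the denervated arrays is argued against. The lowest hair follicle score among denervated arrays was -0.638, above those replicates. Whether naïve replicates 1 and 2 are mislabeled denervated arrays was not tested. Their highest correlations with an array of another group were 0.991 and 0.9922, against 0.9499 to 0.9881 for the other naïve arrays. Their basal keratinocyte scores, 0.209 and 0.168, lay above every denervated array, where the highest was 0.0527. That 2 naïve arrays lay above the lowest denervated array restates the pattern and weighs no explanation, so an effect of denervation stays open. Dilution by other tissue is argued against by a range of basal keratinocyte scores among naïve arrays of 0.051 times that of the hair follicle scores. A candidate explanation that stays open and untested is the stage of the hair cycle in each rat, which the sources used here do not give.

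Many genes with small decreases at 14 days were bright ones, with a median level of 7.91 against 6.58 for genes that rose. A narrower spread of array values at 14 days as the whole cause is argued against, since 2042 genes were lower after quantile normalizing again. RNA degradation cannot be told apart from denervation here, as the 3 prime minus 5 prime signal of beta-actin differed by 0.0441 between 14 days and naïve skin (exact one-sided permutation test, p = 0.398). The 3 prime minus middle signal of beta-actin ran from 0.176 to 1.2 among naïve arrays, with naïve replicates 3 to 6 the highest, and from 0.0452 to 0.276 at 14 days, while the 3 prime minus 5 prime signal of naïve replicates 4 and 5 was the lowest of the naïve arrays, at 0.499 and 0.142, and that of Gapdh was 0.29 to 0.338 in all naïve arrays. These signs point different ways, so a difference in RNA quality along the division of the naïve arrays is neither shown nor excluded, here or for the hair follicle, energy, macrophage and matrix genes.

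Energy genes were lower at 14 days. With the sarcomere score as a covariate the median of the electron transport genes went from -0.45 to -0.153, and with the hair follicle score to -0.159, and the list no longer passed. Both a different share of muscle and a different hair follicle content are therefore candidate explanations. The scores also differ between the groups, so a covariate takes up part of any effect of denervation, which stays open as well.

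Direct comparison of the times gave 1260 genes higher and 1430 lower at 14 than at 7 days. The higher genes had a median level of 5.54 and the lower ones 7.84. Fewer genes were lower after quantile normalizing again, and fewer were higher without the dimmest genes. A narrower spread of array values at 14 days therefore stays open as part of the cause here. Synaptic vesicle release, fluid transport and urea cycle genes had median log2 differences of 0.143, 0.247 and 0.151. Macrophage and myeloid markers had a median log2 fold change of 1.26 at 7 days.

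Of 60 groups of list scores, 5 held an array far from the others, where chance gives about 1 in 20. The basal keratinocyte score of the 7 day replicate 4 was -0.471, where the other arrays of its group lay between -0.0616 and 0.0527. Its Merkel cell score was -0.306, where the other arrays of its group lay between -0.112 and -0.0762. The T and NK cell score of the 14 day replicate 5 was 0.104, where the other arrays of its group lay between -0.022 and 0.0101. The Schwann cell score of the 7 day replicate 2 was 0.0434, where the other arrays of its group lay between -0.195 and -0.147. The melanocyte score of naïve replicate 2 was 1.25, where the other arrays of its group lay between -1 and -0.314. It was not alone at a high level. The 7 day replicates 3 and 5 were at 0.933 and 0.784, against -0.629 to 0.0275 in the other 7 day arrays. The 14 day replicates 1, 2 and 4 were at 0.879 to 1.1, and replicates 3 and 5 at -0.534 and -0.531.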

How the results depend on the processing

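The alternatives without naïve replicates 1 and 2 and without naïve replicates 4 and 5 were chosen after the data were seen. The causes of the changes below were not tested. Values of named genes under the alternatives other than leaving out single arrays were compared with the main fit. Of these, 6068 kept their side of the threshold, 1624 no longer passed, 281 newly passed and 13 reversed. Genes that passed in neither fit count as kept whatever their sign. Romer with the floormean statistic and limma with trend and robust moved none of the counts and list medians they cover past the limits used here. The medians of the ATP synthase, electron transport, sarcomere and lysosome lists kept their sign in all alternatives run, while mitotic and DNA damage checkpoint: median log2 fold change at 14 days was -0.0533 with the sarcomere score and -0.146 with the hair follicle score as a covariate. Limma with trend and robust, the per-gene test and the gene thresholds give no list values. Array signal over background was not given, so the number of arrays is the limit named. Replicate numbers do not pair the samples, since each array came from a separate rat. Of 15 same-numbered pairs, 8 had deviations correlated above 0.1, and the correlations ran from -0.552 to 0.583. Differently numbered pairs were not compared, so these correlations cannot decide whether the numbers carry a pairing.

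Probesets singly gave genes lower at 14 days 3124, genes lower at 14 than at 7 days 2208, gene lists up at 14 days 1, ATP synthase subunits: median log2 fold change at 14 days -0.269 (not passing), and the reversed values Socs1: log2 fold change at 14 days -0.0128, Slc38a1: log2 fold change at 14 days -0.00235, Kdm2a: log2 fold change at 14 days 0.224. Probeset with the highest mean gave gene lists up at 14 days 1, and the reversed values Socs1: log2 fold change at 14 days -0.0128, Slc38a1: log2 fold change at 14 days -0.00235, Kdm2a: log2 fold change at 14 days 0.224. Without the dimmest genes gave genes higher at 14 than at 7 days 566, gene lists down at 7 days 2, gene lists down at 14 days 2, ATP synthase subunits: median log2 fold change at 14 days -0.296 (not passing), electron transport chain: median log2 fold change at 14 days -0.445 (not passing), gene lists up at 14 against 7 days 1. Array median subtracted gave genes lower at 7 days 1492, genes higher at 14 than at 7 days 2079, overlap of 7 and 14 day calls 692. Quantile normalized again gave genes lower at 7 days 729, genes lower at 14 than at 7 days 733, gene lists down at 14 days 1, ATP synthase subunits: median log2 fold change at 14 days -0.163 (not passing), electron transport chain: median log2 fold change at 14 days -0.316 (not passing). Array weights gave genes higher at 7 days 2131, genes lower at 7 days 1711, genes higher at 14 days 3572, genes lower at 14 days 3411, genes higher at 14 than at 7 days 2265, genes lower at 14 than at 7 days 2589, overlap of 7 and 14 day calls 2746, gene lists down at 7 days 4, electron transport chain: median log2 fold change at 7 days -0.337 (passing). Only the 2 groups compared gave genes higher at 7 days 264, genes lower at 7 days 31, genes lower at 14 than at 7 days 2523, overlap of 7 and 14 day calls 125, gene lists up at 14 days 1, gene lists down at 14 days 2, ATP synthase subunits: median log2 fold change at 14 days -0.296 (not passing), electron transport chain: median log2 fold change at 14 days -0.445 (not passing). Replicate block gave genes lower at 7 days 117, genes higher at 14 days 367, genes lower at 14 days 899, overlap of 7 and 14 day calls 86, gene lists down at 7 days 0, ATP synthase subunits: median log2 fold change at 7 days -0.186 (not passing), gene lists up at 14 days 1, gene lists down at 14 days 2, electron transport chain: median log2 fold change at 14 days -0.432 (not passing). Sarcomere score as covariate gave genes higher at 14 days 113, genes lower at 14 days 244, overlap of 7 and 14 day calls 60, ATP synthase subunits: median log2 fold change at 7 days -0.136 (not passing), gene lists down at 14 days 1, ATP synthase subunits: median log2 fold change at 14 days -0.17 (not passing), electron transport chain: median log2 fold change at 14 days -0.153 (not passing). Hair follicle score as covariate gave genes lower at 7 days 707, genes higher at 14 days 102, genes lower at 14 days 270, overlap of 7 and 14 day calls 80, gene lists down at 7 days 2, ATP synthase subunits: median log2 fold change at 7 days -0.127 (not passing), gene lists up at 14 days 1, gene lists down at 14 days 1, ATP synthase subunits: median log2 fold change at 14 days -0.164 (not passing), electron transport chain: median log2 fold change at 14 days -0.159 (not passing), and the reversed values Tk1: log2 fold change at 14 days -0.0489, Adam10: log2 fold change at 14 days -0.0214, Ulk2: log2 fold change at 14 days 0.0271, Sat1: log2 fold change at 14 days -0.0489, Odc1: log2 fold change at 14 days -0.0285, Fosl2: log2 fold change at 14 days -0.0639, Fads2: log2 fold change at 14 days -0.0673. A per-gene test without moderation gave genes higher at 7 days 24, genes lower at 7 days 4, genes higher at 14 days 601, genes lower at 14 days 1004, overlap of 7 and 14 day calls 15. Camera with preset correlation gave gene lists up at 7 days 12, gene lists down at 7 days 8, sarcomere and contraction: median log2 fold change at 7 days -0.626 (passing), electron transport chain: median log2 fold change at 7 days -0.255 (passing), mitotic and DNA damage checkpoint: median log2 fold change at 7 days 0.244 (passing), lysosome and vacuolar ATPase: median log2 fold change at 7 days 0.183 (passing), gene lists up at 14 days 6, gene lists down at 14 days 10, sarcomere and contraction: median log2 fold change at 14 days -1.1 (passing), mitotic and DNA damage checkpoint: median log2 fold change at 14 days 0.308 (passing), gene lists up at 14 against 7 days 6, gene lists down at 14 against 7 days 6. Camera with estimated correlation gave gene lists up at 7 days 0, gene lists down at 7 days 0, ATP synthase subunits: median log2 fold change at 7 days -0.186 (not passing), gene lists up at 14 days 0, gene lists down at 14 days 0, ATP synthase subunits: median log2 fold change at 14 days -0.296 (not passing), electron transport chain: median log2 fold change at 14 days -0.445 (not passing), gene lists up at 14 against 7 days 0. Fry gave gene lists up at 7 days 9, gene lists down at 7 days 5, lysosome and vacuolar ATPase: median log2 fold change at 7 days 0.183 (passing), gene lists up at 14 days 1, gene lists down at 14 days 9, sarcomere and contraction: median log2 fold change at 14 days -1.1 (passing), gene lists up at 14 against 7 days 10, gene lists down at 14 against 7 days 1. Without naïve replicates 1 and 2 gave genes higher at 7 days 2706, genes lower at 7 days 2334, genes higher at 14 days 3006, genes higher at 14 than at 7 days 1965, genes lower at 14 than at 7 days 2302, overlap of 7 and 14 day calls 3463, gene lists down at 7 days 5, electron transport chain: median log2 fold change at 7 days -0.409 (passing), sarcomere and contraction: median log2 fold change at 14 days -1.7 (passing). Without naïve replicates 4 and 5 gave genes higher at 7 days 345, genes lower at 7 days 46, genes higher at 14 days 251, genes lower at 14 days 708, overlap of 7 and 14 day calls 38, ATP synthase subunits: median log2 fold change at 7 days -0.101 (not passing), gene lists up at 14 days 1, electron transport chain: median log2 fold change at 14 days -0.295 (not passing). Adjusted p under 0.01 gave genes higher at 7 days 337, genes lower at 7 days 38, genes higher at 14 days 158, genes lower at 14 days 630, genes higher at 14 than at 7 days 224, genes lower at 14 than at 7 days 329, overlap of 7 and 14 day calls 37. Adjusted p under 0.05 and at least 2-fold gave genes higher at 7 days 247, genes lower at 7 days 12, genes higher at 14 days 158, genes lower at 14 days 263, genes higher at 14 than at 7 days 40, genes lower at 14 than at 7 days 62, overlap of 7 and 14 day calls 49. Benjamini-Hochberg over lists gave gene lists up at 7 days 1, gene lists down at 7 days 0, ATP synthase subunits: median log2 fold change at 7 days -0.186 (not passing), gene lists up at 14 days 1, gene lists down at 14 days 1, ATP synthase subunits: median log2 fold change at 14 days -0.296 (not passing), electron transport chain: median log2 fold change at 14 days -0.445 (not passing), gene lists up at 14 against 7 days 0. Naïve arrays split in groups of 3 gave overlap of 7 and 14 day calls 0.

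The ranges over leaving out 1 array at a time follow, with the arrays whose removal moved a count by more than 1.5 times or changed whether a list passed. The genes higher at 7 days ran from 529 to 1508 (676 without naïve 4, 711 without naïve 5, 639 without 7 day 3, 529 without 7 day 4). The genes lower at 7 days ran from 100 to 1192 (794 without naïve 1, 1192 without naïve 2, 127 without naïve 4, 157 without naïve 5, 203 without naïve 6, 146 without 7 day 3, 100 without 7 day 4). The genes higher at 14 days ran from 446 to 2150 (2063 without naïve 1, 2150 without naïve 2, 446 without naïve 4, 687 without naïve 5, 516 without naïve 6, 640 without 14 day 1, 548 without 14 day 2, 604 without 14 day 3, 635 without 14 day 4, 529 without 14 day 5). The genes lower at 14 days ran from 1209 to 2690 (1217 without naïve 4, 1289 without naïve 6, 1209 without 14 day 5). The genes higher at 14 than at 7 days ran from 602 to 1451 (662 without 7 day 2, 602 without 7 day 3, 702 without 7 day 4, 780 without 14 day 2, 681 without 14 day 3, 655 without 14 day 5). The genes lower at 14 than at 7 days ran from 741 to 1670 (929 without 7 day 2, 809 without 7 day 3, 850 without 7 day 4, 858 without 14 day 3, 741 without 14 day 5). The overlap of 7 and 14 day calls ran from 110 to 1471 (1073 without naïve 1, 1471 without naïve 2, 110 without naïve 4, 156 without naïve 5, 171 without naïve 6, 231 without 7 day 3, 236 without 7 day 4, 207 without 14 day 1, 223 without 14 day 2, 245 without 14 day 3, 205 without 14 day 4, 207 without 14 day 5). The gene lists up at 7 days ran from 2 to 5 (5 without naïve 3, 5 without naïve 6). The gene lists down at 7 days ran from 0 to 3 (0 without naïve 1, 3 without naïve 2, 0 without naïve 3, 0 without naïve 4, 0 without naïve 5, 0 without 7 day 1, 0 without 7 day 4, 0 without 7 day 5). The ATP synthase subunits: median log2 fold change at 7 days ran from -0.238 to -0.145 (-0.205 without naïve 1, -0.192 without naïve 3, -0.157 without naïve 4, -0.145 without naïve 5, -0.192 without 7 day 1, -0.207 without 7 day 2, -0.178 without 7 day 4, -0.175 without 7 day 5). The sarcomere and contraction: median log2 fold change at 7 days ran from -0.906 to -0.443. The electron transport chain: median log2 fold change at 7 days ran from -0.332 to -0.196 (-0.332 without naïve 2). The mitotic and DNA damage checkpoint: median log2 fold change at 7 days ran from 0.184 to 0.332. The lysosome and vacuolar ATPase: median log2 fold change at 7 days ran from 0.152 to 0.211. The gene lists up at 14 days ran from 1 to 2 (1 without naïve 3, 1 without naïve 4, 1 without naïve 5, 1 without naïve 6, 1 without 7 day 3, 1 without 7 day 4, 1 without 7 day 5, 1 without 14 day 2, 1 without 14 day 3, 1 without 14 day 4, 1 without 14 day 5). The gene lists down at 14 days ran from 3 to 5. The ATP synthase subunits: median log2 fold change at 14 days ran from -0.337 to -0.265 (-0.268 without naïve 5). The sarcomere and contraction: median log2 fold change at 14 days ran from -1.36 to -0.962. The electron transport chain: median log2 fold change at 14 days ran from -0.533 to -0.385. The mitotic and DNA damage checkpoint: median log2 fold change at 14 days ran from 0.258 to 0.408. The lysosome and vacuolar ATPase: median log2 fold change at 14 days ran from 0.133 to 0.239. The gene lists up at 14 against 7 days ran from 2 to 4. The gene lists down at 14 against 7 days ran from 0 to 0.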

Differences from the paper's values

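The lists used here are hand-written and are not the Gene Ontology groups of the paper's Table 2, so a list and a group differ in their genes. Of 14 lists that stand in for groups the paper marks as down at 7 days, 10 had a median below 0 and 1 passed romer. The numbers were 6 above 0 and 2 passing of 6 for up at 7 days, 10 below 0 and 4 passing of 11 for down at 14 days, and 14 above 0 and 1 passing of 14 for up at 14 days. These counts leave out the paper's mark of microtubule organization as down at 14 days, for which the mitotic spindle list, counted only for up at 7 days, had a 14 day median of 0.41 and did not pass. No list passed romer in the direction opposite to the paper's.

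The paper places the mitotic checkpoint among the groups down at both times, while the checkpoint list had medians of 0.24 and 0.31, and camera with a preset correlation called it higher. With the covariates for sarcomere and hair follicle scores the 14 day median was below 0, without passing. The paper places lysosome regulation among the groups down at 7 days, while the list had a median of 0.18 and was called higher by camera with a preset correlation and by fry. Its 14 day median of 0.19 has the paper's direction. The lists for endocrine regulation of blood pressure and sterol biosynthesis had medians of 0.00475 and 0.22 at 7 days, where the paper has the groups down.

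Calls in the paper's direction were also lost. The TCA cycle list at 14 days was not called after quantile normalizing again, with the replicate block or with either covariate. The ATP synthase list at both times and the electron transport and calcineurin lists at 14 days were called with neither covariate. The urea cycle list at 14 days was not called with the hair follicle score as a covariate, with the probeset of the highest mean or by camera with a preset correlation, and the glycosaminoglycan list at 7 days not with array weights or without naïve replicate 1 or 2.

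Other settings called lists that the paper calls and romer did not. Camera with a preset correlation called the sarcomere list lower at 7 days and at 14 days, the myogenic regulators at both times, synaptic vesicle release lower and spindle assembly, extracellular matrix and endothelium higher at 7 days. Fry called lower at 14 days the sarcomere list, myogenic regulators and histone demethylases. At 7 days it called lower synaptic vesicle release, catecholamine synthesis and astrocyte differentiation, and higher the extracellular matrix and endothelium. With the sarcomere score as a covariate, tube branching was lower and endothelium higher at 7 days, and synapse assembly was higher and histone demethylases lower at 14 days. With the hair follicle score, tube branching and EGF signaling were lower and endothelium higher at 7 days, and histone demethylases lower at 14 days. Without the dimmest genes, synaptic vesicle release was lower at 7 days. Array weights called the myogenic regulators lower at 14 days, and the replicate block the extracellular matrix higher at 7 days. Among single arrays left out, the myogenic regulators passed at 14 days without naïve replicate 2, the extracellular matrix at 7 days without naïve replicate 3 or 6, and endothelium at 7 days without naïve replicate 6 or the 7 day replicate 3. Without naïve replicates 1 and 2, a setting chosen after seeing the values, the sarcomere list at 14 days, myogenic regulators at both times and axon guidance at 14 days passed in the paper's direction. Without naïve replicates 4 and 5, also chosen after seeing the values, fluid transport was lower and endothelium higher at 7 days.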

Other observations

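Some fibroblast and proliferation genes rose at 7 days, and neither list passed romer in the main fit. Both were called higher by fry and by camera with a preset correlation. Romer called the proliferation list higher with array weights, without naïve replicate 1, 2 or both, and without the 7 day replicate 2 or 4. It called the fibroblast list higher without naïve replicate 3. Under the other settings romer called neither list. Of 17 fibroblast markers, 10 rose and none fell (16 higher when adjusted over the list alone; romer adjusted p = 0.316), including Thy1 at a log2 fold change of 2.24 (adjusted p = 0.00305) and Fbn1, which encodes fibrillin 1, at 1.98 (adjusted p = 0.00822). Fibroblast scores were -1.35 and -2.15 in naïve replicates 4 and 5 and -0.37 to 0.23 in the other naïve arrays. Of 23 genes of DNA replication and proliferation, 6 rose and none fell (22 higher when adjusted over the list alone; romer adjusted p = 0.276), including Mcm6, a subunit of the replicative helicase, at 0.92 (adjusted p = 0.0188). Proliferation scores followed the hair follicle division of the naïve arrays, at 0.20 and 0.08 in naïve replicates 1 and 2 and -0.58 to -0.44 in the others, and the 7 day replicate 2 was at -0.28. Of 26 inflammatory cytokines and chemokines, 4 rose (4 when adjusted over the list alone), among them Il33 at 1.37 (adjusted p = 0.009) and Lcn2 at 1.91 (adjusted p = 0.0103). Naïve replicates 4 and 5 stood apart in this list too, at -0.55 and -0.62 against -0.18 to 0.16 in the other naïve arrays. Of 19 genes of Schwann cells and myelin, 3 fell and 1 rose at 7 days (6 and 1 when adjusted over the list alone; romer adjusted p = 0.356), with Prx, which encodes periaxin, at -0.42 (adjusted p = 0.0225). At 14 days 3 rose and 1 fell (3 and 1 when adjusted over the list alone; romer adjusted p = 1 toward lower values). The list was called lower at 7 days by fry and by romer without the 7 day replicate 2. An exact two-sided permutation test of the Schwann cell score gave p = 0.013 at 7 days and p = 0.19 at 14 days.

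At 14 days, some genes of other skin cell types fell and others rose, and none of these lists passed romer. Fry and camera with a preset correlation called basal keratinocytes lower. The same camera setting called smooth muscle and pericytes lower and fibroblasts higher, and camera with an estimated correlation called none of them. Basal keratinocyte scores were 0.0748 to 0.286 in naïve skin, -0.471 to 0.0527 at 7 days and -0.339 to -0.0373 at 14 days. Of 14 basal keratinocyte markers, 6 fell and none rose (7 lower when adjusted over the list alone; romer adjusted p = 0.7), including Col17a1, a hemidesmosome collagen gene, at -1.33 (adjusted p = 0.0016) and Krt15 at -1.06 (adjusted p = 0.00174). Of 17 genes of smooth muscle and pericytes, 8 fell and 1 rose (10 and 2 when adjusted over the list alone; romer adjusted p = 0.7), with Cnn1, which encodes calponin, at -0.89 (adjusted p = 0.00997). This list includes the muscle gene Des, and its scores moved with sarcomere and hair follicle scores, at -0.14 and -0.31 in naïve replicates 1 and 2 and 0.27 to 0.60 in the others. Of 20 adipocyte genes, 3 fell and none rose (3 when adjusted over the list alone), including Gpd1 at -1.32 (adjusted p = 0.00421). Of the fibroblast markers, 5 rose and 0 fell at 14 days (8 and 0 when adjusted over the list alone; romer adjusted p = 0.751). The Merkel cell marker Krt20 was at 0.05 (adjusted p = 0.549). Its naïve mean of 4.45 lay close to the lowest values on these arrays, so this cannot show whether it changed.

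Other splits of the arrays into groups of the same sizes were tested with limma, and the real grouping is counted among the splits. Of the counts against naïve skin, 3 of 100 splits gave as many as the real 1116 for genes higher at 7 days, with 1539 the highest of the others, 4 of 100 splits gave as many as the real 1272 for genes higher at 14 days, with 2092 the highest of the others, and 3 of 100 splits gave as many as the real 2071 for genes lower at 14 days, with 2405 the highest of the others, so chance was excluded at 0.05 for these counts. For the genes lower at 7 days it was not, as 6 of 100 splits gave as many as the real 378 for genes lower at 7 days, with 1861 the highest of the others. For all of these counts the highest of the other splits exceeded the real number, by several times for the genes lower at 7 days, which points to a structure of the samples other than the groups. Between the times, 1 of 100 splits gave as many as the real 1260 for genes higher at 14 than at 7 days, with 1 the highest of the others, and 1 of 100 splits gave as many as the real 1430 for genes lower at 14 than at 7 days, with 0 the highest of the others, so chance was excluded.

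Gene lists were tested over fewer splits with fewer rotations, so a count can differ from the one above. Chance was excluded for the lists down at 14 days, as 2 of 60 splits gave as many as the real 4 for gene lists down at 14 days, with 5 the highest of the others. It was not excluded for the others, as 7 of 60 splits gave as many as the real 3 for gene lists up at 7 days, with 5 the highest of the others, 26 of 60 splits gave as many as the real 1 for gene lists down at 7 days, with 4 the highest of the others, 25 of 60 splits gave as many as the real 1 for gene lists up at 14 days, with 4 the highest of the others, and 8 of 60 splits gave as many as the real 3 for gene lists up at 14 against 7 days, with 5 the highest of the others. The real count of 0 lists down at 14 against 7 days cannot be tested this way, since all 60 splits reach it by definition, with 2 the highest of the others.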
